# Analyzing Cold Tolerance Mechanism in Transgenic Zebrafish (*Danio rerio*)

**DOI:** 10.1371/journal.pone.0102492

**Published:** 2014-07-24

**Authors:** Qian Wang, Xungang Tan, Shuang Jiao, Feng You, Pei-Jun Zhang

## Abstract

Low temperatures may cause severe growth inhibition and mortality in fish. In order to understand the mechanism of cold tolerance, a transgenic zebrafish *Tg* (*smyd1:m3ck*) model was established to study the effect of energy homeostasis during cold stress. The muscle-specific promoter *Smyd1* was used to express the carp muscle form III of creatine kinase (*M3*-*CK*), which maintained enzymatic activity at a relatively low temperature, in zebrafish skeletal muscle. *In situ* hybridization showed that *M3*-*CK* was expressed strongly in the skeletal muscle. When exposed to 13°C, *Tg* (*smyd1:m3ck*) fish maintained their swimming behavior, while the wild-type could not. Energy measurements showed that the concentration of ATP increased in *Tg* (*smyd1:m3ck*) versus wild-type fish at 28°C. After 2 h at 13°C, ATP concentrations were 2.16-fold higher in *Tg* (*smyd1:m3ck*) than in wild-type (*P*<0.05). At 13°C, the ATP concentration in *Tg* (*smyd1:m3ck*) fish and wild-type fish was 63.3% and 20.0%, respectively, of that in wild-type fish at 28°C. Microarray analysis revealed differential expression of 1249 transcripts in *Tg* (*smyd1:m3ck*) versus wild-type fish under cold stress. Biological processes that were significantly overrepresented in this group included circadian rhythm, energy metabolism, lipid transport, and metabolism. These results are clues to understanding the mechanisms underlying temperature acclimation in fish.

## Introduction

Water temperature is considered a major environmental factor influencing the development, growth, reproduction, and behavior of aquatic ectotherms [1], [2]. Fish, one kind of aquatic ectotherm, may face a large range of daily or seasonal temperature fluctuations [3]. One way to cope with these challenges is to migrate to areas with more suitable temperatures [4]. Another way is to evolve the ability to acclimate to environmental temperature fluctuations. Many species have evolved a variety of mechanisms to alter cellular biochemistry, such as by producing temperature-specific isoenzymes [5], changing the membrane lipid content and the degree of fatty acid unsaturation [6], [7], recruiting different muscle fiber types [8], inducing molecular chaperones [9], and generating antifreeze proteins during long-term evolutionary adaptation to a freezing environment [10]. These provide clues to the mechanism by which fish cope with temperature changes and enhance their cold tolerance.

These “thermal compensations” may rely on energy metabolism to carry out every kind of physical activity. Muscle occupies more than 75% of the whole body. Muscle contraction is the main reaction by which chemical energy is converted to mechanical work and heat, the latter being essential for maintaining body temperature [11], [12]. Muscle contraction requires large amounts of ATP, most of which is derived from mitochondrial electron transport and oxidative phosphorylation of substrates from fatty acid or glucose metabolism. When high-energy supplementation is needed, ATP can be complemented by phosphocreatine generated by creatine kinase. Creatine kinase (CK, EC 2.7.3.2) belongs to the phosphagen kinase family and functions in chemical energy storage and quick release; it is thus important for energy metabolism in muscle. CK removes a phosphate from ATP to produce ADP and phosphocreatine; in the reverse reaction, it adds a phosphate to ADP to produce creatine and ATP [13], [14]. In common carp (*Cyprinus carpio*), three sub-isoforms of muscle creatine kinase have been designated M1-CK, M2-CK, and M3-CK [15]. The formation of distinct homo- or heterodimers of M-CKs was altered in response to temperature acclimatization. At high temperature (30°C), M1M1-CK and M2M2-CK homodimers and M1M3-CK heterodimers predominate, whereas M3M3-CK homodimerizes at low temperature (10°C). M3-CK remained stable; it maintained its high enzyme activity and it was thought to be the dominant isoform mediating carp acclimation to lower environmental temperature [16].

The zebrafish (*Danio rerio*) has become one of the most important model organisms in many fields of research including genetics, neuroscience, development, physiology, toxicology, and biomedicine [17], [18]. Zebrafish are a tropical teleost species; the extreme temperatures recorded in known zebrafish habitats were 16.5°C and 38.6°C [19]. A number of other attributes have contributed to the scientific importance to this species, such as its small size, rapid development, and well-known genetic resources. Zebrafish were therefore considered suitable for use as a model for understanding the mechanisms of acclimation under low temperatures.

The purpose of this study was to investigate the mechanism of cold tolerance in a transgenic zebrafish model expressing carp M3-CK driven by the zebrafish muscle-specific *smyd1* promoter. Cold tolerance ability in the transgenic zebrafish *Tg* (*smyd1:m3ck*) was evaluated by measuring swimming performance, balance, orientation at low temperatures, and energy production (ATP concentration). Microarray-based expression profiling was used to compare the whole transcriptome of *Tg* (*smyd1:m3ck*) and wild-type fish after acute low-temperature treatment. A group of genes related to circadian rhythm, energy metabolism, lipid transport, and other metabolic pathways were significantly up-regulated under cold-stress in the transgenic fish. These data provided functional genomic and physiological evidence for cold acclimation in fish.

## Materials and Methods

### Ethics statement

Experiments involving zebrafish were conducted according to the regulations of local and central government, and were approved by the Institutional Animal Care and Use Committee of the Institute of Oceanology, Chinese Academy of Sciences.

### Zebrafish maintenance

The adult captive-bred strain of zebrafish (wild-type) was originally obtained from an Aqua Hobby in Nanshan market (Qingdao, China) and acclimated to laboratory conditions. Wild-type and transgenic fish were reared at 28°C±0.5°C and under a photoperiod regime of 14/10 h light/dark. Water quality was maintained by circulation with a filtration system.

### Transgenic plasmid construction

The design of the transgenic cassette is illustrated in Figure 1A. The *smyd1*-*gfp* plasmid [20] containing the 5.3-kb *smyd1* promoter fragment was used as the backbone of the transgenic plasmid; the *gfp* cassette was released by *Bam*HI digestion. The 1150-bp carp *m3ck* gene was amplified from the cDNA of common carp by PCR with m3ck-F and m3ck-R primers, according to the archived sequence (GenBank: AF055290.1); the 15-base homologous sequences on each side of the *smyd1*-*gfp Bam*HI site were added to the 5′ end of each primer (Table 1). The *m3ck* cassette was recombined into the *Bam*HI site of *smyd1*-*gfp* (CloneEZ PCR Cloning Kit, GenScript, USA) to obtain the *smyd1*-*m3ck* construct. The *iTol2* cassette [21] was PCR-amplified from *piTol2-Kan* [22] with primers iTol2-F and iTol2-R, in which a *Sal*I site was incorporated at the 5′ end (Table 1). The PCR product was cloned into the *Sal*I site of *smyd1*-*m3ck* to generate the transgenic plasmid *iTol2*-*smyd1*-*m3ck*. PCR cycling conditions for *m3ck* and *iTol2* were as follows: 5 min initial denaturation at 94°C; 30 cycles of denaturation at 94°C for 30 s, annealing at 55°C for 30 s, and extension at 72°C for 1.5 min; and a final 10-min extension at 72°C.

**Figure 1:**
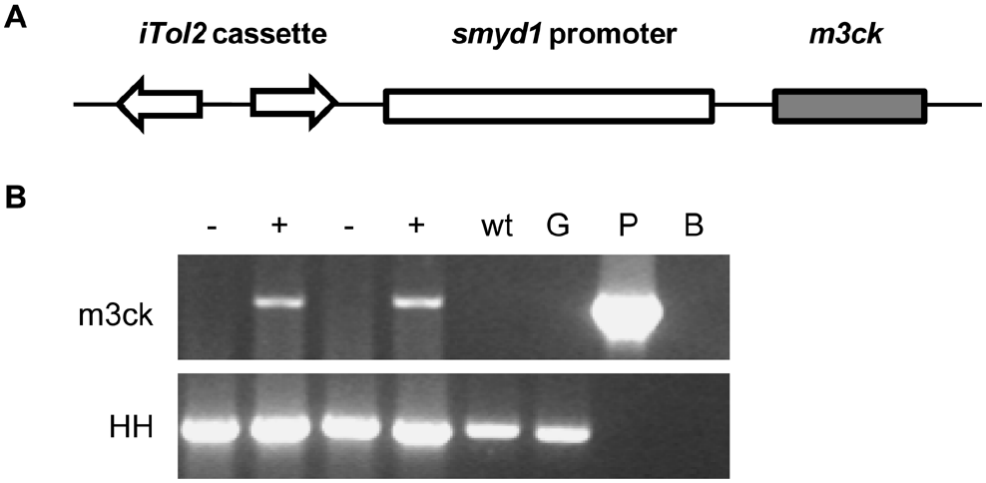
The transgenic cassette and identification of transgenic zebrafish. A. Design of the transgenic cassette. *m3ck* was driven by the skeletal muscle-specific promoter *smyd1* and the *iTol2* cassette was introduced for germline transgenes. B. Identification of transgenic zebrafish by PCR with *m3ck* primers. HH-F/R primers derived from *tiggy winkle hedgehog* exon 3 were used as control primers. −, non-transgenic fish; +, transgenic fish; wt, embryo of wild-type fish; G, genomic DNA of wild-type zebrafish; P, the transgenic plasmid *iTol2*-*smyd1*-*m3ck* as positive control; B, blank control.

**Table 1:** PCR primers for constructing and identifying transgenic zebrafish.

Primer	Sequence
m3ck-F	5′-**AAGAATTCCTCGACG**CATGACTAAGAACTG-3′
m3ck-R	5′- **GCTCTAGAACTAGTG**GCCATTTTACTTCTG-3′
iTol2-F	5′-GTCGACCCCTGCTCGAGCCGGGCCCAAGTG-3′
iTol2-R	5′-GTCGACATTATGATCCTCTAGAT CAGATCT-3′
HH-F	5′- GGACGGTGACACTTGGTGATG-3
HH-R	5′- CGAGTGGATGGAAAGAGTCTC-3
Tol2L-out	5′-CCCTGCTCGAGCCGGGCCCAAGTG-3′
Tol2R-out	5′-ATTATGATC-CTCTAGATCAGATCT-3′

Homologous sequence was highlighted in bold.

### Generation of transgenic zebrafish

*Tol2* transposase RNA was synthesized *in vitro* using pSP64 poly(A)/*Tol2* transposase plasmid [23]. The plasmid was linearized with *Xba*I, and capped mRNA was synthesized using mMESSAGE mMachine SP6 Kit (Ambion, USA). *iTol2*-*smyd1*-*m3ck* plasmid DNA (50 ng/µL) and Tol2 transposase mRNA (20 ng/µL) were co-injected into one-cell stage zebrafish embryos (wild-type) with PLI-100 Basic Pico-Injector (Harvard, USA). Injected fish were cultured to sexual maturity and outcrossed to identify germline transgenic carriers.

### Identification of transgenic zebrafish

To identify F0 transgenic zebrafish, each putative founder was reared to sexual maturity and outcrossed with wild-type fish to obtain the corresponding F1 progenies. For each founder, 100 F1 embryos were collected at 72 h post-fertilization (hpf) and anesthetized with 100 mg/L MS222 (Tricaine methanesulfonate). The embryos were submerged in 500 µL genomic DNA extraction buffer (10 mM Tris pH 8, 2 mM EDTA, 0.2% Triton X-100, 200 µg/mL Proteinase K) and ground thoroughly. The embryos were incubated at 50°C and vortexed occasionally until completely dissolved. After boiling in a water bath for 10 min, samples were centrifuged at 12,000 rpm for 5 min; the supernatant was stored at −20°C. PCR was performed in a total volume of 25 µL with 1.5 µL supernatant. The m3ck-F/R primers were used to detect transgenic embryos. The HH-F/R primers derived from the *tiggy winkle hedgehog* exon 3 sequence were used for the control [24] (Table 1) with the cycling conditions described above. The transgenic zebrafish were named *Tg* (*smyd1:m3ck*).

The F1 generation was produced by outcrossing F0 with wild-type; the F2 generation was produced by an inter-cross of F1 progeny. To identify transgenic zebrafish of the F1 and F2 generation, fish were cultured to age two months. Half of the tail fin was cut and sampled as above using 40 µL of genomic DNA extraction buffer. PCR was performed as described above.

### Whole-mount *in situ* hybridization

To detect muscle-specific *m3ck* expression, whole-mount *in situ* hybridization was performed on the corresponding F1 transgenic fish. The F0 *Tg* (*smyd1:m3ck*) was crossed with wild-type to produce an F1 generation. The F1 embryos were raised to 72 hpf and anesthetized with 100 mg/L MS222, fixed in 4% paraformaldehyde/PBS overnight at 4°C, and bleached with bleaching buffer [according to the Zebrafish Book, 5th Edition, Westerfield (2007)]. The embryos were washed in PBST, transferred to methanol, and stored at −20°C. Whole-mount *in situ* hybridization with a digoxigenin (DIG)-labeled antisense RNA probe was performed as described [25]. The carp *m3ck* PCR product was cloned into the pBluescript II SK (+) *Sal*I site to generate the *m3ck*-*BSSK* fusion construct. The *m3ck*-*BSSK* plasmid was linearized with *Eco*RI and used to synthesize the riboprobe by using a DIG RNA Labeling Kit (Roche, Germany) by *in vitro* transcription with T3 RNA polymerase. Immunoreactive signal was detected by color microscopy.

### Gene insertion site analysis

Inverse PCR was performed to analyze the insertion site in the zebrafish genome. Genomic DNA from transgenic zebrafish was extracted and 3 µg was digested with *Alu*I or *Hae*III for 5 h. After self-ligation with T4 Ligase (Promega, USA) for 24 h at 15°C, circular genomic DNA was obtained and used as the PCR template in a 50-µL reaction containing 200 ng DNA, 0.4 µM Tol2L-out and Tol2R-out primers [21] (Table 1), and 25 µL of 2× Taq Polymerase Mix (CWBIO, China). Cycling conditions were as follows: 5 min initial denaturation at 94°C; 35 cycles of denaturation at 94°C for 30 s, annealing at 52°C for 30 s and extension at 72°C for 2 min; and a 10 min final extension at 72°C. The PCR product was sequenced and compared to the zebrafish genome database to identify the insertion sites.

### Cold stress

The F2 generation was raised to the age of 3 months (2.17±0.02 cm, 0.42±0.01 g) before use in the cold acclamation experiment. Consistent with previous reports [26], 13°C was selected to represent cold stress. Treatment time was determined according to the (1) experimental feasibility; and (2) time required to discern a differential response between groups. Cold stress was applied for 2 h according to Long et al. [27] and our own preliminary experiments. Before cold treatment, the fish were transferred to tanks with small openings in the bottom and allowed to stand for one day. They were gently moved to the cold bath for the experiment. The groups (n = 30 per group) were designated m3ck-13°C, m3ck-28°C, wt-13°C, and wt-28°C. After temperature stress for 2 h, the fish were anesthetized with 100 mg/L MS222. To determine the ATP concentrations, fish were dissected on ice and the muscle was sampled. For microarray or real-time quantitative PCR analysis, the whole fish was transferred immediately into liquid nitrogen.

### Determination of ATP concentration

After cold stress, five fish from each group were sampled. Intracellular ATP levels were determined using a bioluminescence ATP assay kit (Beyotime, China). Approximately 30–40 mg muscle samples were removed from each fish, homogenized in lysis buffer at a final concentration of 10 mg/100 µL, and centrifuged at 12,000×g to collect the supernatant. ATP detection working solution (100 µL) was added to each well of a 96-well white culture plate and incubated for 3–5 min at room temperature. Then 80 µL of lysis muscle solution and 100 µL of luciferin–luciferase reagent were mixed for 3 s before luminescence was measured over 10 s on an Infinite F200 PRO multimode reader (TECAN, USA). Each lysate was examined in three parallel wells. The 96-well plates also contained wells with serial dilutions of an ATP standard to generate a standard curve. Results were expressed as relative ATP levels.

### Microarray analysis

Gene expression in triplicate samples of m3ck-13°C, m3ck-28°C, wt-13°C, and wt-28°C was assessed by Agilent Zebrafish Oligo Microarray 4×44 K (V3) (design ID: 026437) at ShanghaiBio Corporation (SBC). Twelve microarray experiments were performed, each with three fish. When encountering cold stress, fish perform as an integrated system and cold tolerance is judged from the whole-body response. So, RNA samples were extracted from whole zebrafish with Trizol Reagent (Invitrogen, CA, USA). RNA quality as expressed by the RNA integrity number (RIN) was determined on an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and then purified with an RNeasy mini kit (QIAGEN GmBH, Germany) with the RNase-Free DNase Set (QIAGEN). Total RNA was amplified and Cy3-CTP labeled with a Low Input Quick Amp Labeling Kit, One-Color (Agilent). Labeled cRNA was purified with the RNeasy mini kit (QIAGEN). Slides were hybridized with 1.65 µg Cy3-labeled cRNA, processed, and scanned on an Agilent Microarray Scanner (Agilent) with default settings. Data were extracted with Feature Extraction software 10.7 (Agilent). Raw data were normalized using the Quantile algorithm in Gene Spring Software 11.0 (Agilent). 

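The authors deposited these normalized values as log2 intensities. Quantile normalization of the log2 processed intensities, repeated here over the 12 arrays, differed from the authors' values by at most 0.0265 on the log2 scale for any probe of any array.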

The raw and normalized datas were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (Accession NO. GSE58988). Differentially expressed gene identification (FC ≥2, *p*<0.05) and pathway enrichment analysis were performed by the SAS online system of ShanghaiBio Corporation. GO enrichment analysis was performed with the SAS online system and the GOEAST web-based software (http://omicslab.genetics.ac.cn/GOEAST/index.php). The Venn diagram was drawn with R package “VennDiagram”.

### Real-time quantitative PCR

To validate the microarray data, expression of *per1b*, *nr1d1, per2*, *dbp2*, *opn1mw2*, *tmx3,* and *ascl1b* was determined by qPCR analysis. These genes were selected for their microarray-derived expression patterns and based on previous reports on cold stress response. Samples were analyzed in two batches. One batch was the same as that used in the microarray analysis. The second batch included samples from the timed cold treatments (five fish were randomly sampled from each group).

First-strand cDNA was synthesized from 2 µg total RNA using random hexamer primers. PCR primers were designed using Primer Premier 5.0 software (Premier, Canada). qPCR was performed in a Mastercycler ep realplex (Eppendorf). The 20-µL reactions contained 2× SYBR Green Real-Time PCR Master mix (TAKARA), 2 pmol each primer, and 10× diluted cDNA templates. All reactions were performed in triplicate with the following cycling conditions: 40 cycles of 5 s at 95°C, 30 s at 56°C and 20 s at 72°C, followed by melt curve analysis. Reaction specificity was confirmed by the observation of a single melt peak at the expected Tm. The sequences, Tm, and amplification efficiency, accession number, gene name, and amplicon lengths are listed in Table S1.

### Statistical analysis

Swimming status and ATP concentrations were analyzed by one-way ANOVA followed by *t*-test. qPCR results were analyzed by two-way ANOVA followed by Bonferroni post-tests. Significant difference was defined as *P*<0.05. Data represent mean ± S.E.M.

## Results

### A transgenic line expressing M3CK in skeletal muscle

One out of nine putative founders was found to carry the *smyd1:m3ck* transgene by germ-line transmission and selected to generate the transgenic line (Figure 1B). *In situ* hybridization confirmed that carp *m3ck* was specifically expressed in the skeletal muscle (Figure 2). The carrying rates of the F1 and F2 generation were 16.22% (6/37) and 34.9% (22/63), respectively. The transgenic cassette was proved to be inserted into a non-coding area by inverse PCR.

**Figure 2:**
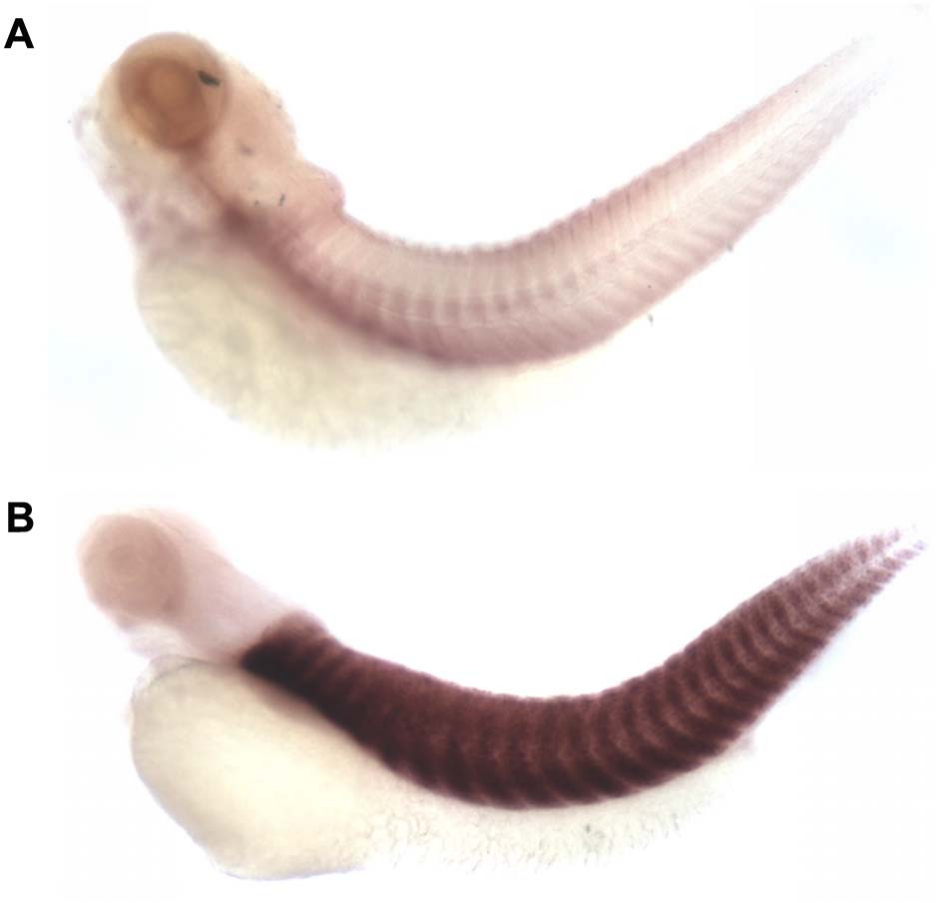
Expression of *m3ck* in transgenic fish by *in situ* hybridization. Whole-mount *in situ* hybridization was used to detect *m3ck* expression in wild-type (A) and *Tg* (*smyd1:m3ck*) fish (B) at 72 hpf. The signal was evaluated by microscopy for color detection of immunoreactive signals. Scale bars = µm.

### Swimming behavior and energy

During exposure to 13°C water temperature, the wild-type fish instantly lost their swimming ability. They did not move; they were imbalanced, inverted, disoriented, and did not respond to external stimulation such as gentle knocking on the side of the container. In contrast, *Tg* (*smyd1:m3ck*) fish did not move or were inverted for the first 5–10 min, after which normal swimming was restored (Video S1 and Video S2). The percentages of fish exhibiting smooth swimming, occasional swing, and response to external stimulation were 23.3% (7/30), 73.3% (22/30), and 70.0% (21/30), respectively, in *Tg* (*smyd1:m3ck*) fish and 0, 36.7% (11/30), and 20.0% (6/30) in wild-type (*P*<0.05). The percentages of transgenic fish exhibiting no movement [3.3% (1/30)] and inversion [6.7% (2/30)] were lower than in wild-type fish [63.3% (19/30) and 23.3% (7/30); *P*<0.05]. The number of deaths did not significantly differ between groups (Figure 3). Thus, we concluded that our transgenic fish performed better than wild-type under cold stress.

**Figure 3:**
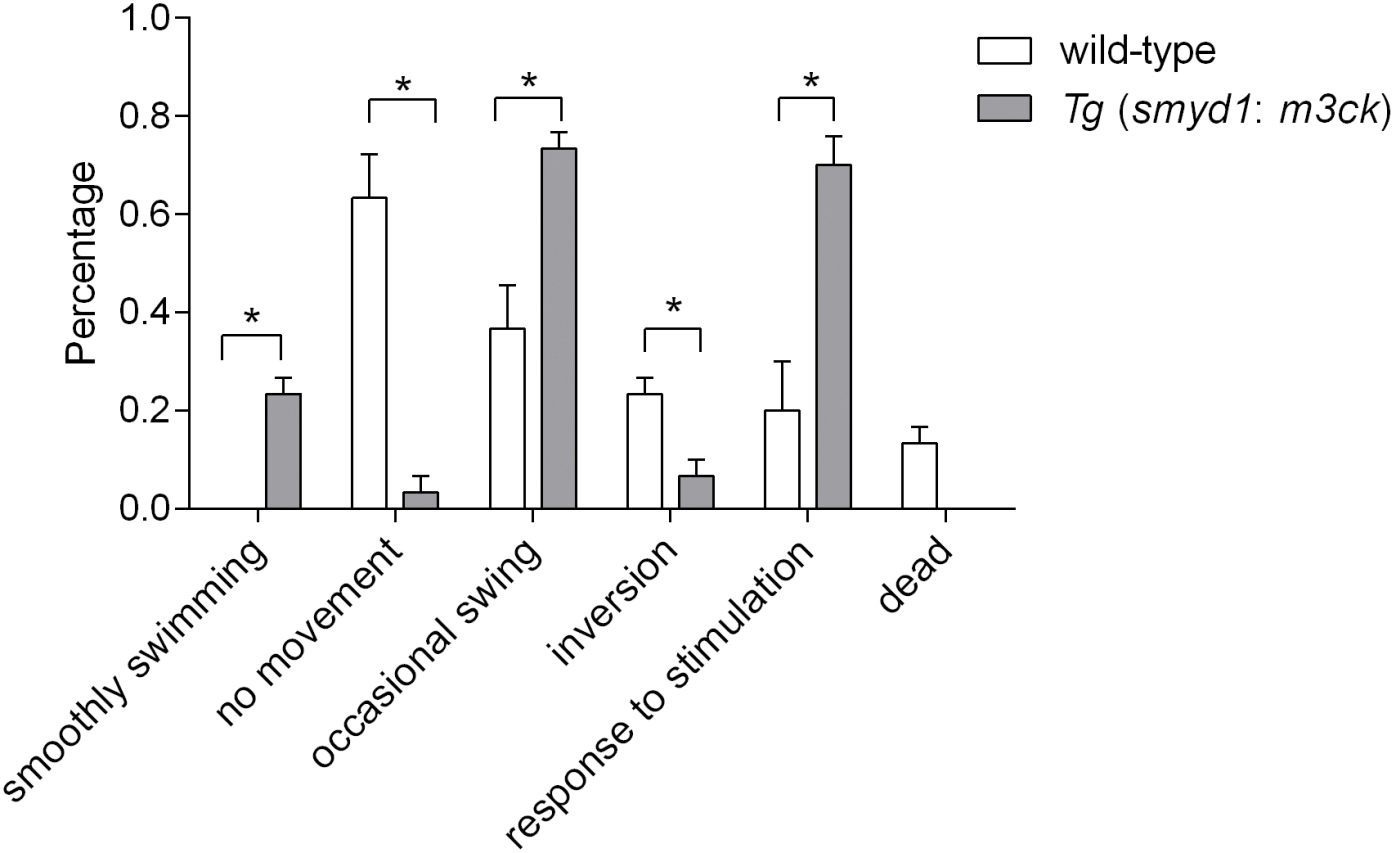
Status of transgenic and non-transgenic fish at 13°C. The percentages smooth swimming, occasional swing, response to external stimulation, no movement, inversion, and dead fish were recorded. Data were analyzed by one-way ANOVA and *t-test* to compare data between fish lines. Data represent mean ± S.E.M. (*n* = 30). “*”indicates *P*<0.05.

ATP concentrations were 10.04 µM at 28°C and 2.01 µM at 13°C in wild-type fish and 12.66 µM at 28°C and 6.36 µM at 13°C in *Tg* (*smyd1:m3ck*) fish (Figure 4). Thus, the concentration of ATP tended to increase in *Tg* (*smyd1:m3ck*) versus wild-type fish at 28°C. After 2 h at 13°C, the ATP concentration in *Tg* (*smyd1:m3ck*) fish was 2.16-fold greater than in wild-type fish (*P*<0.05). If we define the wild-type fish at 28°C as normal, the ATP concentration at 13°C was 63.3% in *Tg* (*smyd1:m3ck*) fish, but only 20.0% in wild-type fish.

**Figure 4:**
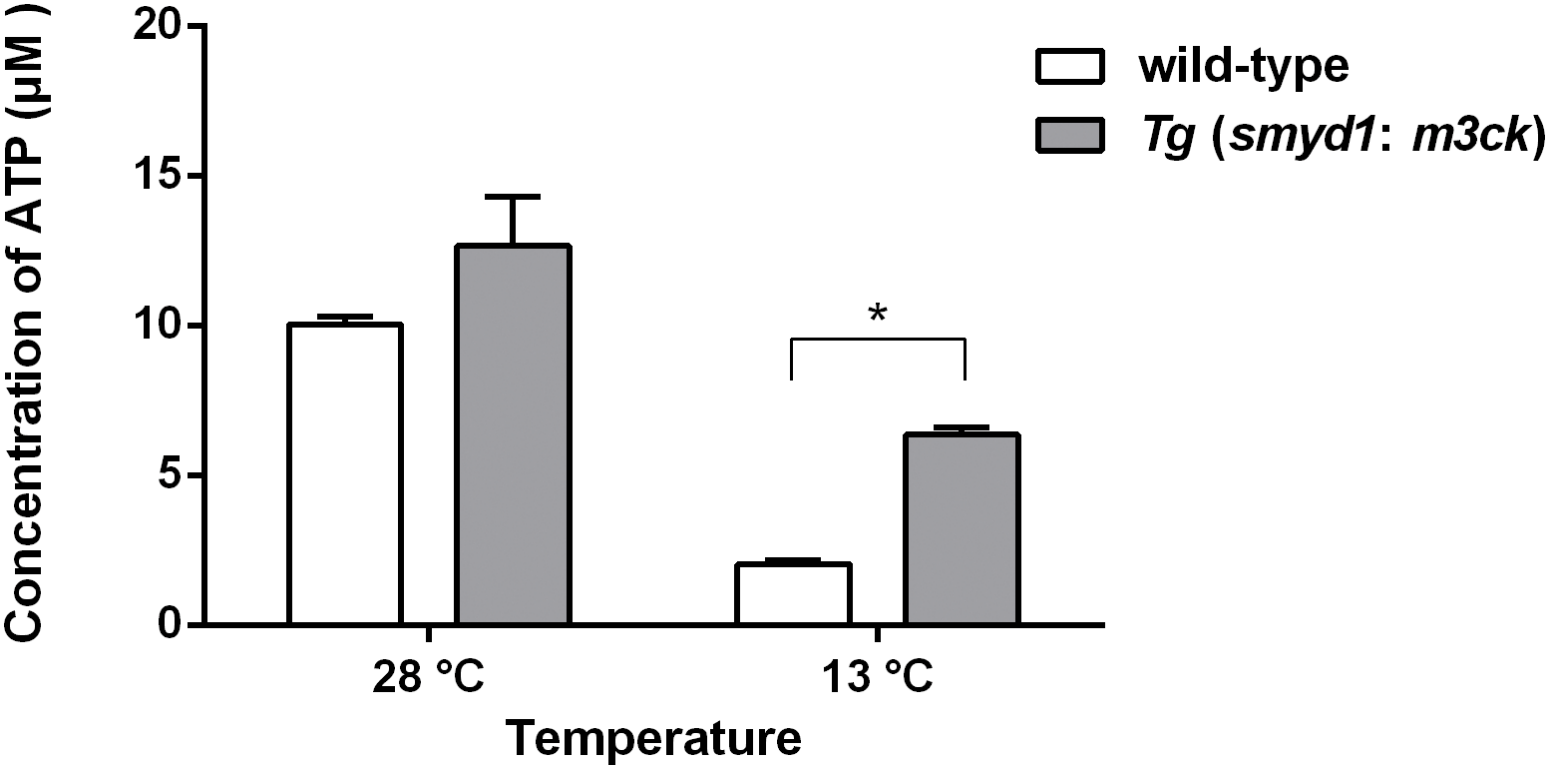
ATP concentration in transgenic and non-transgenic fish at 28°C or 13°C. The concentration of ATP in *Tg* (*smyd1:m3ck*) and wild-type fish was measured at the indicated times. Data were analyzed by one-way ANOVA and *t-test*. Data represent mean ± S.E.M. (*n* = 5). “*”indicates *P*<0.05.

### Microarray analysis

Agilent microarray analysis was used to detect whole-body gene expression in transgenic and wild-type fish. 

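Each of the 12 arrays held labeled RNA from 3 pooled whole fish, with 3 arrays in each of the groups wt-28°C, wt-13°C, m3ck-28°C and m3ck-13°C. The cold-stressed fish had been kept at 13°C for 2 h. The sex of the pooled fish is not given in the labels. The arrays lay on 3 slides, and the m3ck-28°C arrays shared a slide with 1 m3ck-13°C array and with no wild-type array, so slide and group were partly confounded. For each spot the authors deposited the scanner's processed intensity, background-subtracted on a linear scale by Feature Extraction. The median processed intensity per array lay between 166 and 251 in wt-28°C, between 130.4 and 309 in wt-13°C, between 176 and 185 in m3ck-28°C and between 158 and 262 in m3ck-13°C. Between 86.2% and 92.1% of the probes were well above background on each array. From the log2 processed intensities, spots marked as outliers by the scanner software were left out, spots of one probe were averaged and the arrays were quantile normalized. Of 43603 probes, the 38775 that were well above background on every array of at least 1 group were tested. One linear model of the 4 groups was fitted to each probe with limma, and transcripts were called up- or down-regulated by the paper's rule, a fold change of at least 2 with an unadjusted p under 0.05. A second count used the p adjusted by the Benjamini-Hochberg method over all tested probes. For a single transcript, an exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so the number of arrays limits the precision of every value. Data were also simulated for 38728 probes, with the mean of each probe over the 12 arrays and its spread averaged over the 4 groups. Probes were drawn independently of each other and with equal spread in every group, unlike the real arrays. In simulated m3ck-13°C vs. m3ck-28°C, 79% of the transcripts given a log2 fold change of 1.5 were called by the paper's rule. The adjusted rule called 29% of them. These shares need not hold for the real comparison.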

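Principal components were computed here from the 38728 tested probes with a value on all 12 arrays. The first component held 64.3% of the variance and the second 11.7%. On the first component the 3 m3ck-28°C arrays lay between 165 and 179, and wt-28°C replicate 3 lay beside them at 152, while the other wt-28°C arrays lay at -138 and -117. The wt-13°C arrays spread from -198 to 43.8 and the m3ck-13°C arrays from -192 to 73.4. Correlations across probes between arrays of one group were 0.838 to 0.976 in wt-28°C, 0.867 to 0.955 in wt-13°C, 0.982 to 0.986 in m3ck-28°C and 0.830 to 0.942 in m3ck-13°C. Those between arrays of different groups were 0.760 to 0.970. The ratio of distances between groups to distances within groups (pseudo-F) was 2.29, and 1131 of the 15400 ways to part the arrays into groups of 3 gave a ratio as large (exact permutation test, p = 0.0734). Without wt-28°C replicate 3 the exact p was 0.0236, and without m3ck-28°C replicate 3 it was 0.210. A list of 37 oocyte genes followed the first component. Its median deviation from the mean of the 12 arrays was between -5.87 and -4.62 on the 4 arrays at the positive end and between 2.98 and 4.96 on 6 of the others, with -0.84 for wt-13°C replicate 2 and -1.76 for m3ck-13°C replicate 1.

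**Figure D1:**
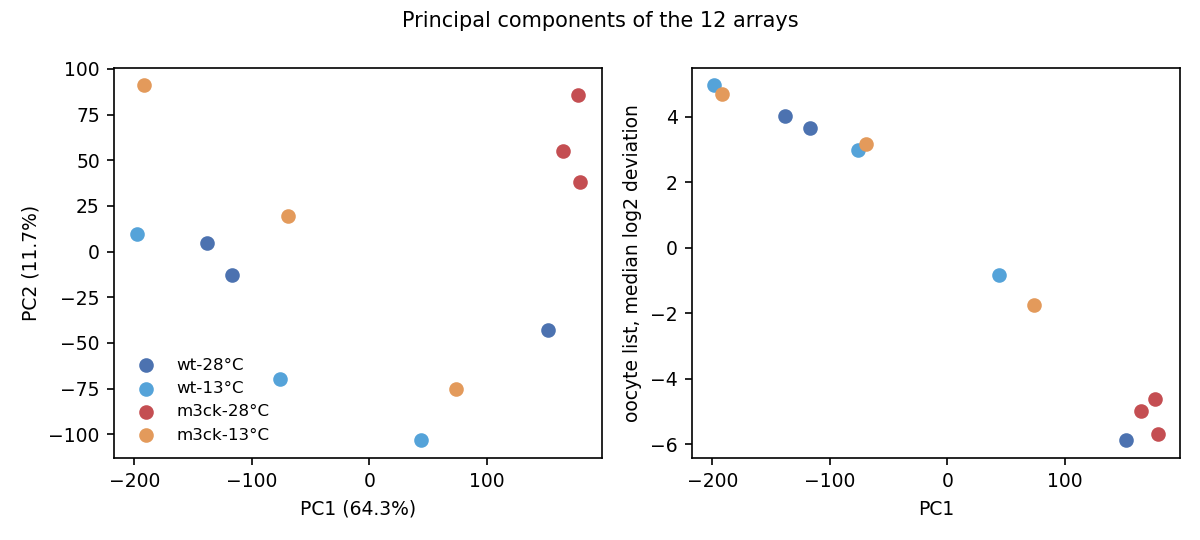
Scores of the 12 arrays on the first and second principal components (left), and the median log2 deviation of the oocyte list on each array against its score on the first component (right). Each point is 1 array, coloured by group, and the 3 m3ck-28°C arrays and wt-28°C replicate 3 lie at the right of both plots.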

Principle Component Analysis (PCA) was performed to verify consistency within groups and differences between groups. 

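In m3ck-13°C vs. m3ck-28°C, 1190 transcripts were up-regulated and 1897 were down-regulated at a fold change of at least 2 and an unadjusted p under 0.05. With limma's p adjusted by the Benjamini-Hochberg method, 29 were up-regulated and 13 were down-regulated. On 11551 probes, or 29.8% of those tested, the 3 arrays of one group did not overlap with those of the other. Chance gives 10% on average over all splits of these arrays. Because probes vary together, a single split can lie far from that average, so the excess is no test of the groups. The median log2 fold change of all tested probes was -0.20. Among probes with a gene symbol, an adjusted p under 0.05 and arrays that do not overlap, the largest increases were those of vitellogenin genes, led by a probe of *vtg7* with a mean log2 signal of 16.59 ± 0.55 (SD, n = 3 arrays) in m3ck-13°C and 6.23 ± 2.71 (SD, n = 3) in m3ck-28°C. Its log2 fold change was 10.36 (standard error 1.15, adjusted p = 0.0242 from limma). The brightest probes of *vtg6* and *vtg2* had 9.52 and 9.85, with adjusted p of 0.0516 and 0.0697, and that of *vtg2* was well above background on only 2 of the m3ck-28°C arrays. The largest decreases among such probes were those of *opn1mw1* and *opn1mw2*, described with the shared transcripts, and of *ndrg1b*, with a log2 fold change of -2.63 (standard error 0.35, adjusted p = 0.0368 from limma). With normexp background correction the counts were 543 and 793. Without m3ck-13°C replicate 1 they were 3386 and 5168, and without m3ck-13°C replicate 3 they were 743 and 900. A block for slide reduces this comparison to m3ck-13°C replicate 3 alone against the m3ck-28°C arrays, since no other m3ck-13°C array shared their slide.

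**Figure D2:**
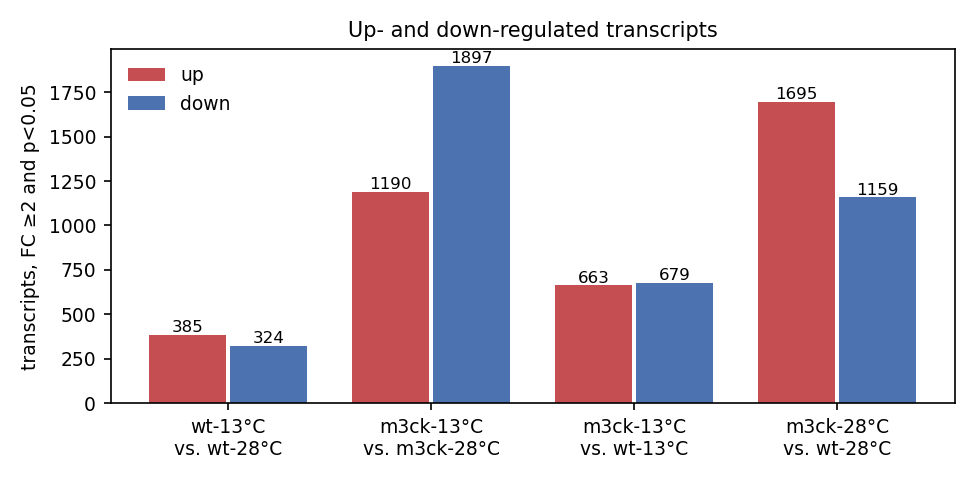
Number of up-regulated and down-regulated transcripts in each comparison at a fold change of at least 2 and an unadjusted p under 0.05, out of the 38775 probes tested. The first-named group of each comparison is the one that is higher for up-regulated transcripts.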

There were 507 up-regulated transcripts and 742 down-regulated transcripts in the m3ck-13°C vs. m3ck-28°C comparison. In the wt-13°C vs. wt-28°C comparison, there were 165 up-regulated transcripts and 105 down-regulated transcripts (Figure 5). 

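In the values computed here, 385 transcripts were up-regulated and 324 were down-regulated in wt-13°C vs. wt-28°C by the same rule. After adjustment, 1 probe was up-regulated, that of LOC100334619 with a log2 fold change of 3.57 (adjusted p = 0.0119 from limma), and none was down-regulated. An unadjusted p under 0.05 was found for 3.24% of the tested probes, and the arrays of both groups did not overlap for 1802 probes (4.65%). The counts were 169 and 66 with normexp background correction. Without wt-13°C replicate 3 there were 865 up-regulated transcripts. The number of down-regulated transcripts was 825 without wt-13°C replicate 2, 733 without wt-28°C replicate 1 and 196 without wt-28°C replicate 3.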

Under cold stress, there were 210 up-regulated and 252 down-regulated transcripts in *Tg* (*smyd1*:*m3ck*) vs. wild-type fish and at 28°C, there were 1095 up-regulated transcripts and 466 down-regulated transcripts in m3ck-28°C vs. wt-28°C fish.

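Under cold stress, 663 transcripts were up-regulated and 679 were down-regulated in m3ck-13°C vs. wt-13°C in the values computed here, and 1 and 18 passed with the adjusted p. The 3 arrays per group did not overlap for 7.11% of the probes. The decreases with a gene symbol and an adjusted p under 0.05 included those of probes for *supt3h*, *trmt10b*, *ggcta*, *htra3a* and *nit1*, which were well above background on every wild-type array and on no transgenic array. The signal of these probes was at least 9.99-fold lower for *supt3h* (adjusted p = 0.000113 from limma), at least 7.58-fold lower for *nit1*, at least 7.56-fold lower for *htra3a*, at least 7.51-fold lower for *trmt10b* and at least 5.80-fold lower for *ggcta*. At 28°C, 1695 transcripts were up-regulated and 1159 were down-regulated in m3ck-28°C vs. wt-28°C, of which 6 and 25 passed with the adjusted p, and 32.8% of the probes did not overlap. Among probes with a gene symbol and an adjusted p under 0.05, the largest increases were those of probes of *helz*, *ass1* and *ndrg1a*, which were 4.59-fold, 4.52-fold and 3.35-fold higher (adjusted p = 0.0474, 0.0474 and 0.0491 from limma), while the other tested probe of *helz* had a log2 fold change of 0.34. The largest decrease among those probes was that of a probe of *vtg7*, with a log2 fold change of -9.72 (standard error 1.15, adjusted p = 0.0180 from limma). Without wt-28°C replicate 3 the counts in m3ck-28°C vs. wt-28°C were 2873 and 2774. Both this comparison and m3ck-13°C vs. m3ck-28°C use the m3ck-28°C arrays. Across the tested probes their log2 fold changes had a correlation of -0.90, where simulated probes with no change gave -0.50 (SD 0.011), since the comparisons share those arrays. In 100 draws of whole arrays as deviations from their group means the correlation ranged from -0.98 to 0.40, so the observed value is not beyond what such draws give. Of 1285 transcripts called in both comparisons, 1280 changed in opposite directions.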

**Figure 5:**
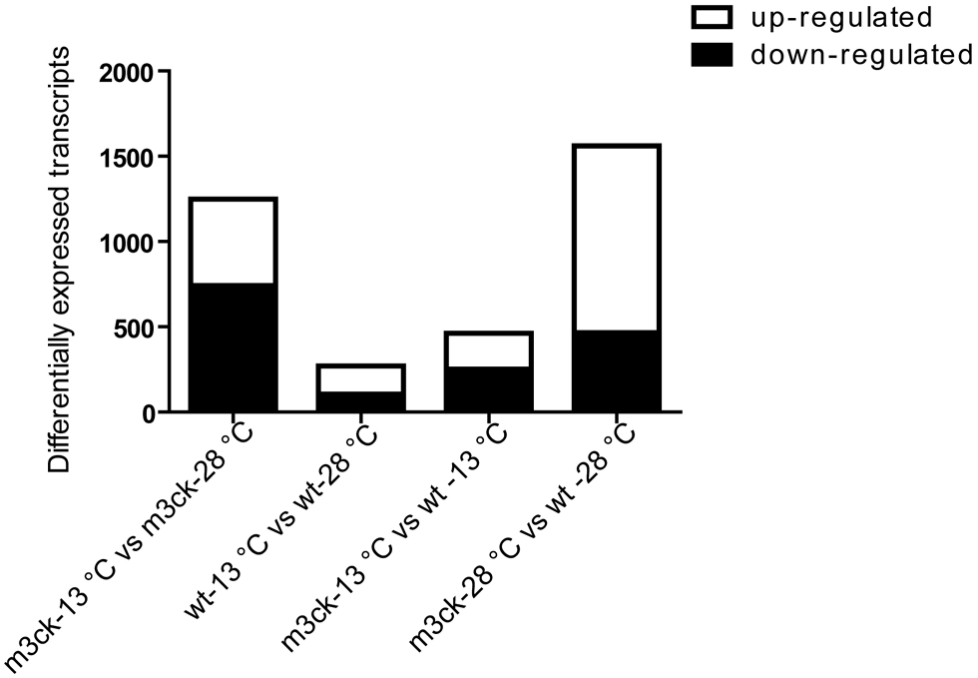
Relative abundance of up- and down-regulated transcripts in the experimental groups. The numbers of differentially expressed genes are shown. Transcripts with fold change ≥2, *P* value <0.05, were considered to be differentially expressed.

### Validation by quantitative real-time PCR

To validate the microarray results, relative mRNA levels for seven genes were measured by qPCR (Figure S1). The results showed excellent agreement with the microarray results and confirmed the reliability of the single-channel microarray analysis method.

### Overlapping expressed genes under cold stress

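By the paper's rule, 3087 transcripts were called in m3ck-13°C vs. m3ck-28°C and 709 in wt-13°C vs. wt-28°C. The difference between the responses was tested for each probe as the interaction of line and temperature. It passed the same rule for 1339 transcripts, of which 322 had the larger log2 fold change in *Tg* (*smyd1*:*m3ck*) and 1017 the smaller one. With the adjusted p from limma, 2 probes passed, of which 1 was for LOC100334619 and the other for a sequence without a gene name. Across probes, the log2 fold changes of the cold comparisons had a correlation of 0.45.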

After 2 h under cold stress, more genes were differentially expressed genes in *Tg* (*smyd1:m3ck*) than in wild-type fish (Figure 6). Thirty up-regulated transcripts were shared by m3ck-13°C vs. m3ck-28°C and wt-13°C vs. wt-28°C (Figure 6A), corresponding to *cry1b* (cryptochrome 1b), *cry5* (cryptochrome 5), *cry3* (cryptochrome 3), *nos2a* (nitric oxide synthase 2a, inducible), *illb* (interleukin 1, beta), *per1b* [period homolog 1b (*Drosophila*)], *per2* [period homolog 2 (*Drosophila*)], *egr1* (early growth response 1), *nr1d1* (nuclear receptor subfamily 1, group d, member 1), *dbp2* (D-box binding protein 2), and *slc35f3* (solute carrier family 35, member F3). 

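Here 97 transcripts were up-regulated in both comparisons, where 11.8 were expected if the calls were independent, and none was shared with the adjusted p. For each gene the values are those of its brightest probe. *nr1d1* rose by a log2 fold change of 3.06 (standard error 0.39) in wild-type fish and 3.25 (standard error 0.39, adjusted p = 0.0251 from limma) in transgenic fish. The brightest probe of *slc35f3* rose by 2.39 and by 3.05 (standard error 0.39 for both, adjusted p = 0.0281 in transgenic fish from limma), while its other tested probe had log2 fold changes of -0.05 and -0.38. The log2 fold changes in wild-type and transgenic fish were 1.80 and 1.43 for *per1b*, 1.26 and 1.06 for *cry5*, 1.54 and 1.28 for *cry3*, which the reference now lists as *cry2*, 1.46 and 2.07 for *egr1*, and 1.53 and 1.42 for *dbp2*. These 7 genes were called by the paper's rule in both comparisons, and on the brightest probe of each the cold arrays lay above the arrays at 28°C. The call of *cry5* was lost in wild-type fish without wt-28°C replicate 3 (log2 fold change 0.98) and in transgenic fish without m3ck-13°C replicate 3 (0.97). The other genes were not called in both by their brightest probe. Their log2 fold changes were 0.67 and 0.18 for *cry1b*, 0.97 and 0.91 for *nos2a*, 0.91 and 1.22 for *il1b*, and 1.08 and 0.46 for *per2*. A dimmer probe of each was called in both comparisons, with log2 fold changes of 1.25 and 1.03 for *cry1b*, 3.52 and 2.96 for *nos2a*, 1.16 and 1.18 for *il1b*, and 1.49 and 1.57 for *per2*.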

Twenty-eight genes were down-regulated (Figure 6B), including *opn1mw1* [(opsin 1 (cone pigments), medium-wave-sensitive 1], *opn1lw2* [opsin 1 (cone pigments), long-wave-sensitive 2], *tmx3* (thioredoxin-related transmembrane protein 3), *grk1b* (G protein-coupled receptor kinase 1 b), *nmnat1* (nicotinamide nucleotide adenylyltransferase 1), *trpv6* (transient receptor potential cation channel, subfamily V, member 6), *guca1e* (guanylate cyclase activator 1e), *taar14h* (trace amine associated receptor 14 h), *itpr3* (inositol 1,4,5-triphosphate receptor, type 3), *abcg4b* [ATP-binding cassette, sub-family G (WHITE), member 4b], and *ascl1b* [achaete-scute complex-like 1b (*Drosophila*)]. However, only one transcript was down-regulated in m3ck-13°C vs. m3ck-28°C but up-regulated in wt-13°C vs. wt-28°C: *retinol dehydrogenase 13-like* (Figure 6C). 

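Here 96 transcripts were down-regulated in both comparisons, where 15.9 were expected for independent calls. *opn1mw1* had a mean log2 signal of 7.96 ± 0.88 (SD, n = 3 arrays) in wt-13°C, 10.13 ± 0.54 in wt-28°C, 4.91 ± 1.55 in m3ck-13°C and 10.73 ± 0.45 in m3ck-28°C. Its log2 fold change was -2.16 (standard error 0.71) in wild-type fish and -5.82 (standard error 0.71, adjusted p = 0.0251 from limma) in transgenic fish, where it was well above background on only 2 of the m3ck-13°C arrays, and without wt-13°C replicate 3 that in wild-type fish was -1.66 and was not called. The log2 fold changes in wild-type and transgenic fish were -1.06 and -2.33 for *grk1b*, -1.65 and -1.24 for *nmnat1*, -1.42 and -1.24 for *trpv6*, and -1.80 and -1.60 for *ascl1b*, all called by the paper's rule in both. *opn1lw2*, also called in both, was 2.84-fold and 6.49-fold lower. In wild-type fish the calls of *grk1b* and *opn1lw2* were lost without wt-28°C replicate 2 (-0.82 and -1.27) or wt-13°C replicate 3 (-0.78 and -1.22). The brightest probe of *tmx3* had log2 fold changes of -0.92 and -1.69 and was called in transgenic fish, and a dimmer probe had -1.10 and -1.81 and was called in both. *abcg4b* differed between its probes. The brightest had log2 fold changes of -0.51 and -0.90 and was called in neither, while a dimmer probe was called as lower in both. The mean log2 signal of that dimmer probe was only 3.08, near background, so no fold change is given for it. The probes of *guca1e* differed in direction. The brighter one had log2 fold changes of 0.81 and 0.44 and was not called, and the dimmer one had -1.38 and -2.09 and was called in both. The probe of *taar14h* was well above background on 0 arrays and that of *itpr3* on 4, so neither was tested. Without the filter on dim probes both were called by the paper's rule in both comparisons, but the probes were well above background on no array of the cold groups, so no fold change is given.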

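Here 15 transcripts were down-regulated in transgenic fish and up-regulated in wild-type fish, where 18.8 were expected for independent calls. This number was 8 without wt-13°C replicate 1 and 77 without wt-13°C replicate 3. The files name no probe for retinol dehydrogenase 13-like, so no value is given for it.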

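A single transcript, 1 of the 38775 tested, was up-regulated in transgenic fish and down-regulated in wild-type fish, where 9.94 were expected for independent calls. There were 13 such transcripts without wt-13°C replicate 3.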

No transcript was found to be up-regulated in m3ck-13°C vs. m3ck-28°C and down-regulated in wt-13°C vs. wt-28°C (Figure 6D).

**Figure 6:**
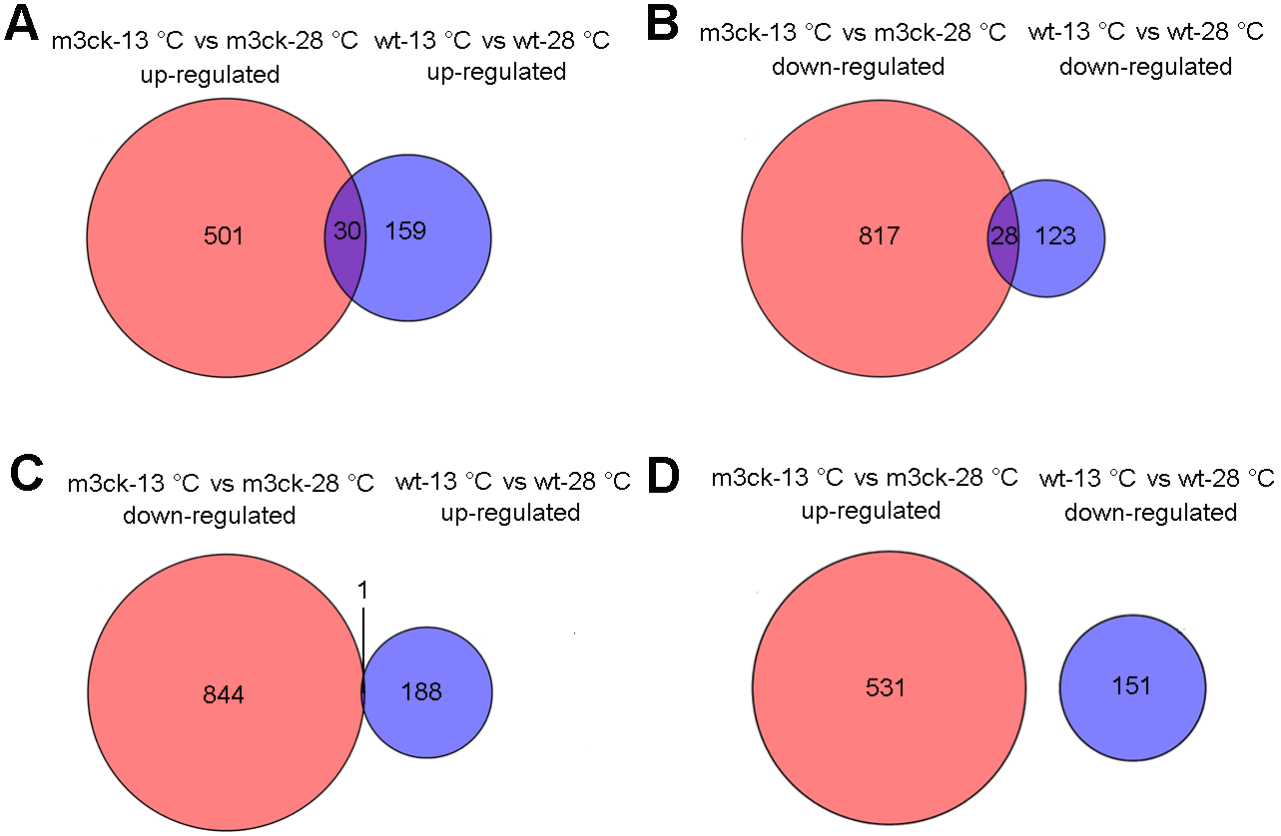
Overlapping expressed transcripts under cold stress. Venn diagrams represent the number of overlapping and differentially expressed genes between A. Up-regulated transcripts under cold stress (2 h) of *Tg* (*smyd1:m3ck*) and wild-type fish. B. Down-regulated transcripts under cold stress of *Tg* (*smyd1:m3ck*) and wild-type fish. C. Down-regulated transcripts under cold stress of *Tg* (*smyd1:m3ck*) and up-regulated transcripts in wild-type fish. D. Up-regulated transcripts under cold stress of *Tg* (*smyd1:m3ck*) and down-regulated transcripts in wild-type fish.

### Gene Ontology (GO) enrichment analysis

To identify transcriptional events that occur during cold acclimatization, up- and down-regulated genes in each group were subjected to GO enrichment analysis (Table S2). In wild-type fish, cold stress induced biological processes such as regulation of cellular processes, regulation of DNA-dependent transcription, DNA metabolic process, response to stress, and protein-DNA complex subunit organization (Figure 7A and Figure S2). 

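Gene lists fixed before the values were read were tested with limma's camera, at a preset correlation between genes of 0.01, and the p-values of the 120 tests of 24 lists in 5 comparisons were adjusted by the Benjamini-Hochberg method. Each gene was represented by its brightest probe. Of 39 tests that passed, 3 also passed with the correlation estimated per list and 5 with limma's fry. A list of 33 immediate early genes, mostly transcription factors, rose in wild-type fish with a median log2 fold change of 0.59 (camera, adjusted p = 2.66e-11), with 25 genes higher and 8 lower. At the paper's thresholds 9 of its genes were up-regulated, 5 when adjusted over the list alone and 0 over all probes. Its adjusted p was 0.706 with fry. A list of 33 heat shock and cold shock genes had a median of -0.03 but a mean of 0.12, with 4 genes up-regulated by the paper's rule, 1 when adjusted over the list alone (adjusted p = 0.234 from camera). A list of 18 core histone genes had a median of -0.14 and a mean of 0.25, with 2 genes up-regulated, 1 when adjusted over the list alone (adjusted p = 0.576 from camera).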

Up-regulated molecular functions included nucleic acid binding transcription factor activity, signal transducer activity, lipid binding, and thyroid hormone receptor activity (Figure 7B). In transgenic fish, cold-induced biological processes included lipid transport, DNA metabolic process, responses to endogenous stimulus, membrane organization, and clustering of voltage-gated sodium channels (Figure 7C). Among these processes, lipid transport was the most enriched term (Figure S3). 

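Among the genes behind DNA metabolism and chromatin, the core histone list had a median log2 fold change of 0.54 in transgenic fish, with 12 genes higher and 6 lower (camera, adjusted p = 0.0258), and did not pass with fry (adjusted p = 0.398). With the unadjusted p and the fold change, 2 of its genes were up-regulated and 1 was down-regulated, and 0 were called when adjusted over the list alone or over all probes.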

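Vitellogenins, the yolk precursors, and apolipoproteins both carry lipids. In the values computed here they changed in opposite directions in transgenic fish. The 7 vitellogenin genes all rose, with a median log2 fold change of 9.12 (camera, adjusted p = 6.93e-15, and fry, adjusted p = 0.0199). All 7 were called by the paper's rule, 7 when adjusted over the list alone and 1 over all probes. With the correlation between genes estimated, the adjusted p was 0.246. Their median log2 deviation from the mean of the 12 arrays was -2.76, -6.81 and -10.84 on the m3ck-28°C arrays and between 0.61 and 3.22 on the other 9. A list of 35 apolipoprotein and other lipid transport genes fell, with a median log2 fold change of -0.83 and 30 genes lower (camera, adjusted p = 0.0156, and fry, adjusted p = 0.391). Of these 0 were up-regulated and 5 were down-regulated by the paper's rule, none of them when adjusted over the list alone. The list of oocyte genes rose by a median of 7.30, with 37 of 37 genes higher (camera, adjusted p = 1.75e-24), but did not pass with fry (adjusted p = 0.330) or with an estimated correlation (adjusted p = 0.517). Of its genes 28 were called by the paper's rule, 25 when adjusted over the list alone and 0 over all probes. The median deviation of the oocyte list was -5.70 to -4.62 on the m3ck-28°C arrays and -5.87 on wt-28°C replicate 3, also kept at 28°C. The sex of the pooled fish is not given. For the vitellogenin and oocyte lists a different mix of fish in m3ck-28°C therefore cannot be told apart from an effect of cold.

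**Figure D3:**
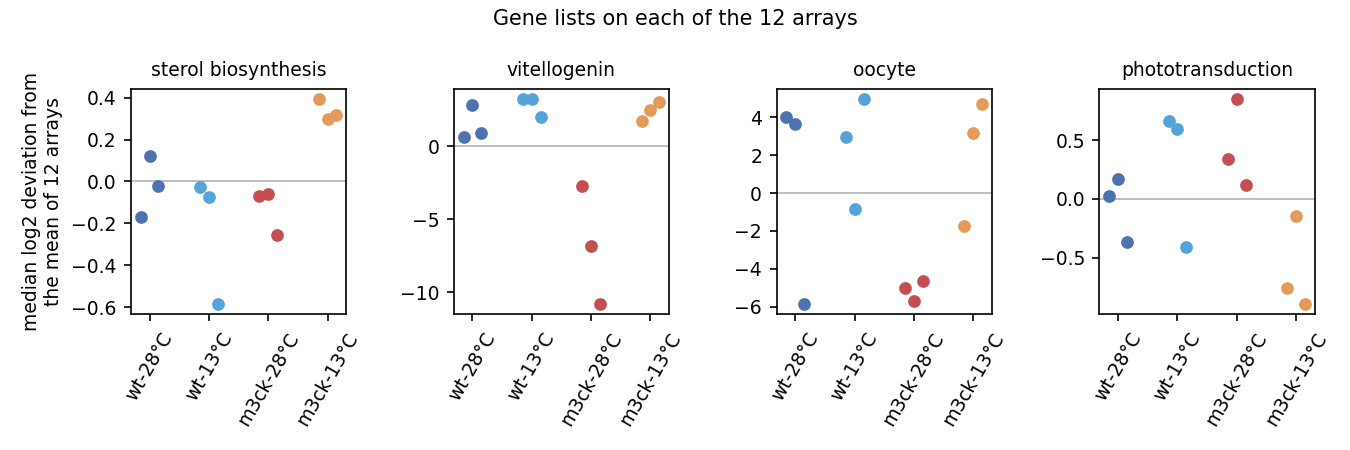
Median log2 deviation of the genes of 4 lists from their mean over the 12 arrays, with 1 point per array and 3 arrays per group. The m3ck-28°C arrays are the lowest for vitellogenin, and the m3ck-13°C arrays are the highest for sterol biosynthesis.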

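A list of 21 genes of unsaturated fatty acid synthesis, which holds the acyl-CoA desaturases, had a median log2 fold change of -0.10 in transgenic fish and a mean of -0.01 (camera, adjusted p = 0.417, in the upward direction). Of its genes 9 were higher and 12 lower, and 1 was called by the paper's rule, the desaturase *scd*, which also passed when adjusted over the list alone and over all probes.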

Up-regulated molecular functions included lipid transporter activity, substrate-specific transporter activity, and acyl-CoA desaturase activity (Figure 7D).

**Figure 7:**
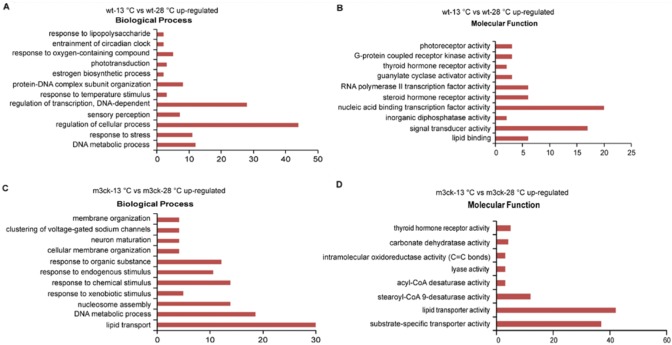
GO enrichment analysis of up-regulated transcripts in transgenic and wild-type fish under cold stress. A. Biological processes of wt-13°C vs. wt-28°C up-regulated genes. B. Molecular functions of wt-13°C vs. wt-28°C up-regulated genes. C. Biological processes of m3ck-13°C vs. m3ck-28°C up-regulated genes. D. Molecular functions of m3ck-13°C vs. m3ck-28°C up-regulated genes. The horizontal axis represents transcript count in each GO term. Up-regulated transcripts were submitted for GO enrichment analysis using the SAS online analysis system.

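Genes of the citrate cycle and pyruvate metabolism, a list of 49 genes whose products act on organic acids, had a median log2 fold change of -0.02 in m3ck-13°C vs. wt-13°C, with 22 genes higher and 27 lower (camera, adjusted p = 0.481). Counted by fold change and unadjusted p, 1 was up-regulated and 2 were down-regulated, none when adjusted over the list alone.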

Biological processes such as organic acid metabolic process, carboxylic acid metabolic process, and oxoacid metabolic process, were enriched among m3ck-13°C vs. wt-13°C cold stress-induced genes (Figure 8A). 

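A list of 40 testis and meiosis genes had a median log2 fold change of 1.53 in m3ck-28°C vs. wt-28°C, with 31 genes higher and 9 lower (camera, adjusted p = 4.31e-07). It did not pass with fry (adjusted p = 0.0797). By the paper's rule 21 genes were up-regulated and 0 were down-regulated, 17 when adjusted over the list alone and 0 over all probes. The signal of *insl3* was at least 111-fold higher in m3ck-28°C, and *hormad1* had a log2 fold change of 5.15 (standard error 0.97). *insl3* was well above background on no wt-28°C array.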

At normal temperature, however, overrepresented GO terms among m3ck-28°C vs. wt-28°C up-regulated genes were peptidyl-histidine phosphorylation, oligopeptide transport, and meiosis I (Figure 8B).

**Figure 8:**
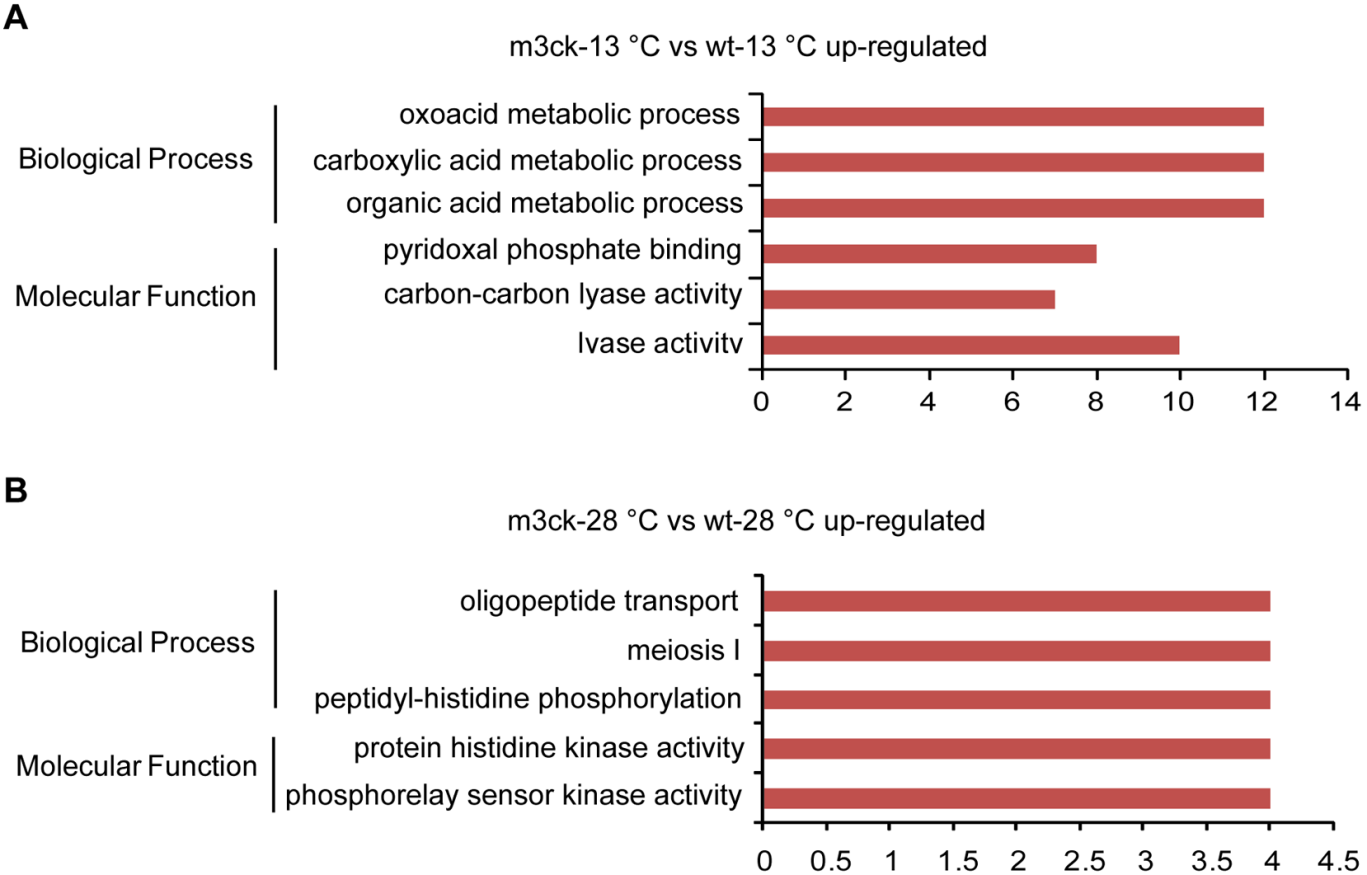
GO enrichment analysis of up-regulated transcripts between transgenic fish and wild-type fish under cold stress or normal temperature. A. m3ck-28°C vs. wt-28°C up-regulated transcripts. B. m3ck-13°C vs. wt-13°C up-regulated transcripts. The horizontal axis represents transcript count in each GO term. Up-regulated transcripts were submitted for GO enrichment analysis using the SAS online analysis system.

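In wild-type fish a list of 47 phototransduction genes had a median log2 fold change of 0.26 under cold stress, with 35 genes higher and 12 lower (camera, adjusted p = 3.78e-08, in the upward direction). At the paper's thresholds 11 were up-regulated and 5 were down-regulated, 11 of these when adjusted over the list alone and 0 over all probes. The cone opsin *opn1mw1* was the most changed down-regulated member, and *rcvrn3* and *arr3b* rose by log2 fold changes of 2.12 (standard error 0.45) and 1.92 (standard error 0.41). The upward test did not pass without wt-28°C replicate 3 (adjusted p = 0.0587), nor with fry (adjusted p = 0.795).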

Biological processes inhibited by cold stress in wild-type fish included the G-protein coupled receptor signaling pathway, sensory perception of light stimulus, protein-chromophore linkage, and dicarboxylic acid metabolic process (Figure S4). Molecular functions included G-protein coupled receptor activity, iron ion binding, photoreceptor activity, malate dehydrogenase activity, and biotin binding (Figure 9A). 

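In transgenic fish the same phototransduction list had a median log2 fold change of -1.08 under cold stress, with 41 of 47 genes lower (camera, adjusted p = 4.77e-10). With the unadjusted p and the fold change, 23 of the genes were down-regulated and 0 were up-regulated, 21 when adjusted over the list alone and 2 over all probes. It did not pass with fry (adjusted p = 0.172) or with an estimated correlation (adjusted p = 0.857). As an interaction of line and temperature the list had a median of -1.45, with 46 genes lower (camera, adjusted p = 1.07e-24, and fry, adjusted p = 0.166).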

For transgenic fish, cold stress-inhibited biological processes included the G-protein coupled receptor signaling pathway, sensory perception of light stimulus, protein-chromophore linkage, and phototransduction (as in wild-type). Molecular functions included G-protein coupled receptor activity, cyclic-nucleotide phosphodiesterase activity, and guanylate cyclase activator activity (Figure 9B, Figure S5). 

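In m3ck-13°C vs. wt-13°C the phototransduction list had a median log2 fold change of -0.95, with 45 of 47 genes lower (camera, adjusted p = 8.42e-26), and did not pass with fry (adjusted p = 0.237). Counted by fold change and unadjusted p, 17 genes were down-regulated, 3 when adjusted over the list alone and 0 over all probes. The rod gene *saga* had a log2 fold change of -1.61 (standard error 0.56).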

Biological processes of the sensory perception of light stimulus and molecular function of calcium-sensitive guanylate cyclase activator activity were enriched in m3ck-13°C vs. wt-13°C cold stress-inhibited genes (Figure 10A). At normal temperatures, down-regulated biological processes in m3ck-28°C vs. wt-28°C were the establishment of localization, organic substance transport, and lipid transport. 

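The vitellogenin list was lower in m3ck-28°C vs. wt-28°C for all 7 genes, with a median log2 fold change of -8.10 (camera, adjusted p = 4.01e-14, and fry, adjusted p = 0.0312). All 7 were called by the paper's rule and when adjusted over the list alone, and 0 over all probes. The oocyte list had a median of -5.81, with 36 of 37 genes lower (camera, adjusted p = 3.47e-19), and did not pass with fry (adjusted p = 0.419) or with an estimated correlation (adjusted p = 0.628). Of these genes 22 were called by the paper's rule and 0 when adjusted over the list alone. Since the sex of the pooled fish is not given, the differences of the vitellogenin and oocyte lists cannot be assigned to the line. The apolipoprotein list was higher, with a median of 0.59 and 31 of 35 genes up, and did not pass (camera, adjusted p = 0.242).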

Molecular functions included substrate-specific transporter activity; lipid transporter activity; and transferase activity, transferring glycosyl groups (Figure 10B).

**Figure 9:**
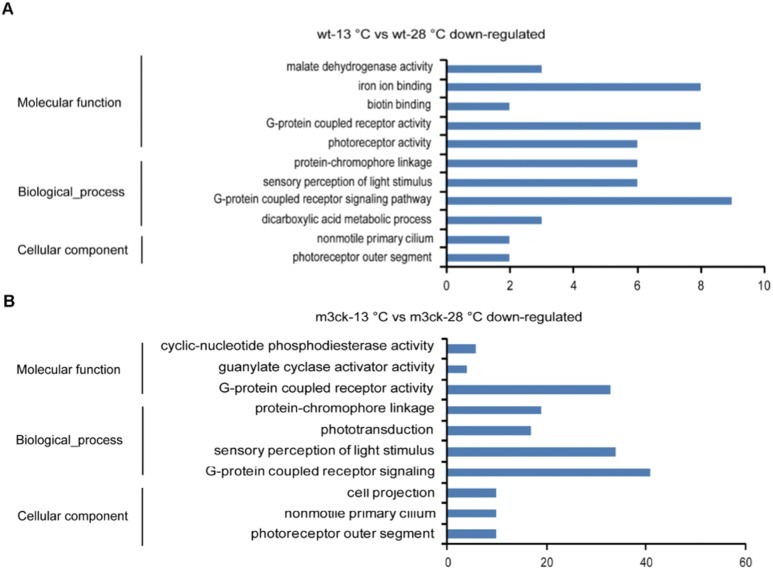
GO enrichment analysis of down-regulated transcripts of transgenic and wild-type fish under cold stress. A. wt-13°C vs. wt-28°C down-regulated transcripts. B. m3ck-13°C vs. m3ck-28°C down-regulated transcripts. The horizontal axis represents transcript count in each GO term. Down-regulated transcripts were submitted for GO enrichment analysis using the SAS online analysis system.

**Figure 10:**
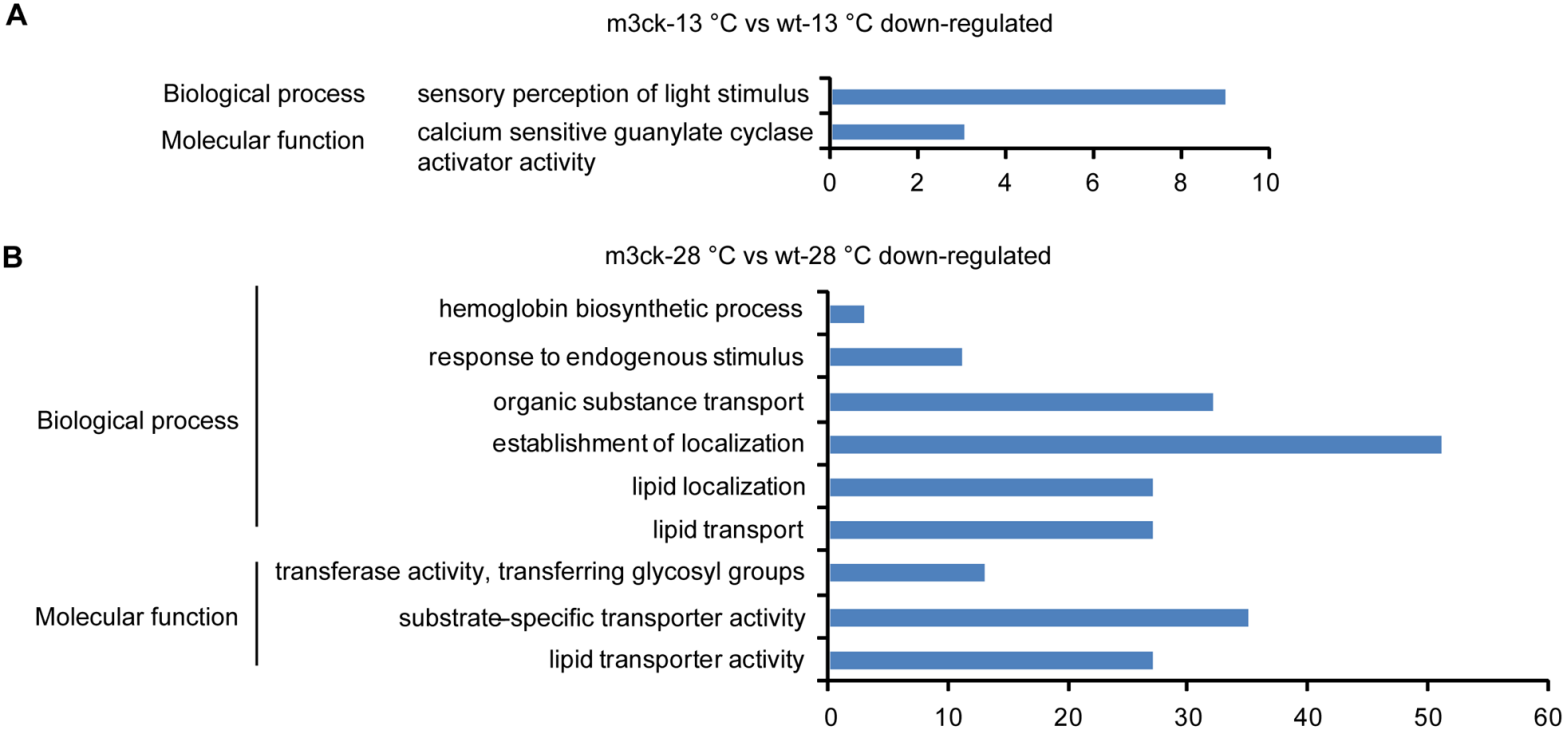
GO enrichment analysis of down-regulated transcripts between transgenic and wild-type fish under cold stress or normal temperature. A. m3ck-28°C vs. wt-28°C down-regulated transcripts. B. m3ck-13°C vs. wt-13°C down-regulated transcripts. The horizontal axis represents transcript count in each GO term. Up- and down-regulated transcripts were submitted for GO enrichment analysis using the SAS online analysis system.

### Pathway enrichment in cold stress-regulated genes

In wild-type fish, cold-induced pathways included MAPK signaling, circadian rhythm, cytosolic DNA-sensing, pentose and glucuronate interconversions, and NOD-like receptor signaling, toll-like receptor signaling pathway, and apoptosis. 

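A list of 27 clock genes that are induced by light or repress the clock rose in wild-type fish, with a median log2 fold change of 0.49 and 20 genes higher (camera, adjusted p = 2.56e-10). By the paper's rule 9 were up-regulated and 0 were down-regulated, 7 when adjusted over the list alone and 0 over all probes. It did not pass with fry (adjusted p = 0.143). A list of 61 genes of innate sensing, which covers the toll-like, NOD-like and cytosolic DNA-sensing pathways, had a median of -0.11, with 30 genes higher and 31 lower (camera, adjusted p = 0.993), and 1 gene was up-regulated by the paper's rule. A list of 36 genes of pentose and glucuronate interconversions had a median of -0.26, with 25 genes lower and 0 called (camera, adjusted p = 0.0768).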

In transgenic fish, cold-induced pathways included the molecular clock, steroid biosynthesis, cyanoamino acid metabolism, taurine and hypotaurine metabolism, folate biosynthesis, and terpenoid backbone biosynthesis. These pathways were mainly involved in the regulation of biological processes such as environmental adaptation, signal transduction, membrane construction, and cell adhesion (Figure 11A, Table S3). In addition, cold stress inhibited primary bile acid biosynthesis, pyruvate metabolism, ether lipid metabolism, and citrate cycle (TCA cycle) in wild-type fish. 

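In transgenic fish the clock list had a median log2 fold change of 0.25, with 16 genes higher and 11 lower (camera, adjusted p = 0.00264), and did not pass with fry (adjusted p = 0.477). At the paper's thresholds 8 genes were up-regulated and 1 was down-regulated, 8 when adjusted over the list alone and 1 over all probes. A list of 28 genes of sterol biosynthesis, including those of the terpenoid backbone, had a median of 0.43, with 23 genes higher and 5 lower (camera, adjusted p = 2.57e-06). It passed with fry (adjusted p = 0.0199) and with the correlation estimated (adjusted p = 0.0258). With the unadjusted p and the fold change, 5 genes were up-regulated, 2 when adjusted over the list alone and 0 over all probes. Its median deviation was higher on each of the 3 m3ck-13°C arrays (0.30 to 0.39) than on each of the other 9 (-0.59 to 0.12). Cyanoamino acid, taurine and folate metabolism were not analysed here.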

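In wild-type fish a list of 9 genes of primary bile acid biosynthesis had a median log2 fold change of -0.03, with 4 genes higher, 5 lower and 0 called (camera, adjusted p = 0.724). The list of the citrate cycle and pyruvate metabolism had a median of -0.11, with 33 of 49 genes lower and 2 down-regulated by the paper's rule, none when adjusted over the list alone (camera, adjusted p = 0.242). In transgenic fish the medians of these lists were -0.12 and -0.42 (camera, adjusted p = 0.266 and 0.107), and their interactions with line had adjusted p of 0.417 and 0.464.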

Some cold-inhibited pathways such as cytokine-cytokine receptor interaction, the PPAR signaling pathway, circadian rhythm, and drug metabolism were overrepresented in transgenic fish (Figure 11B, Table S3). It is important to note that some enriched pathways or GO terms may not reflect actual situations in some tissues or cells due to our use of whole organisms for this study.

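In transgenic fish a list of 162 cytokine and cytokine receptor genes had a median log2 fold change of -0.38, with 115 genes lower (camera, adjusted p = 0.464). Counted by fold change and unadjusted p, 5 of its genes were up-regulated and 13 were down-regulated, none when adjusted over the list alone. A list of 53 genes of PPAR signaling had a median of -0.50, with 43 genes lower (camera, adjusted p = 0.0505), and by the paper's rule 1 was up-regulated and 7 were down-regulated, with 2 called when adjusted over the list alone and 1 over all probes. In wild-type fish the same list had a median of -0.19, with 38 genes lower (camera, adjusted p = 0.0258, and fry, adjusted p = 0.837), which changed sign without wt-13°C replicate 3 (adjusted p = 0.757). In transgenic fish a list of 17 genes that activate the clock had a median of -0.59, with 12 genes lower (camera, adjusted p = 0.0935), and 3 were down-regulated both by the paper's rule and when adjusted over the list alone.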

**Figure 11:**
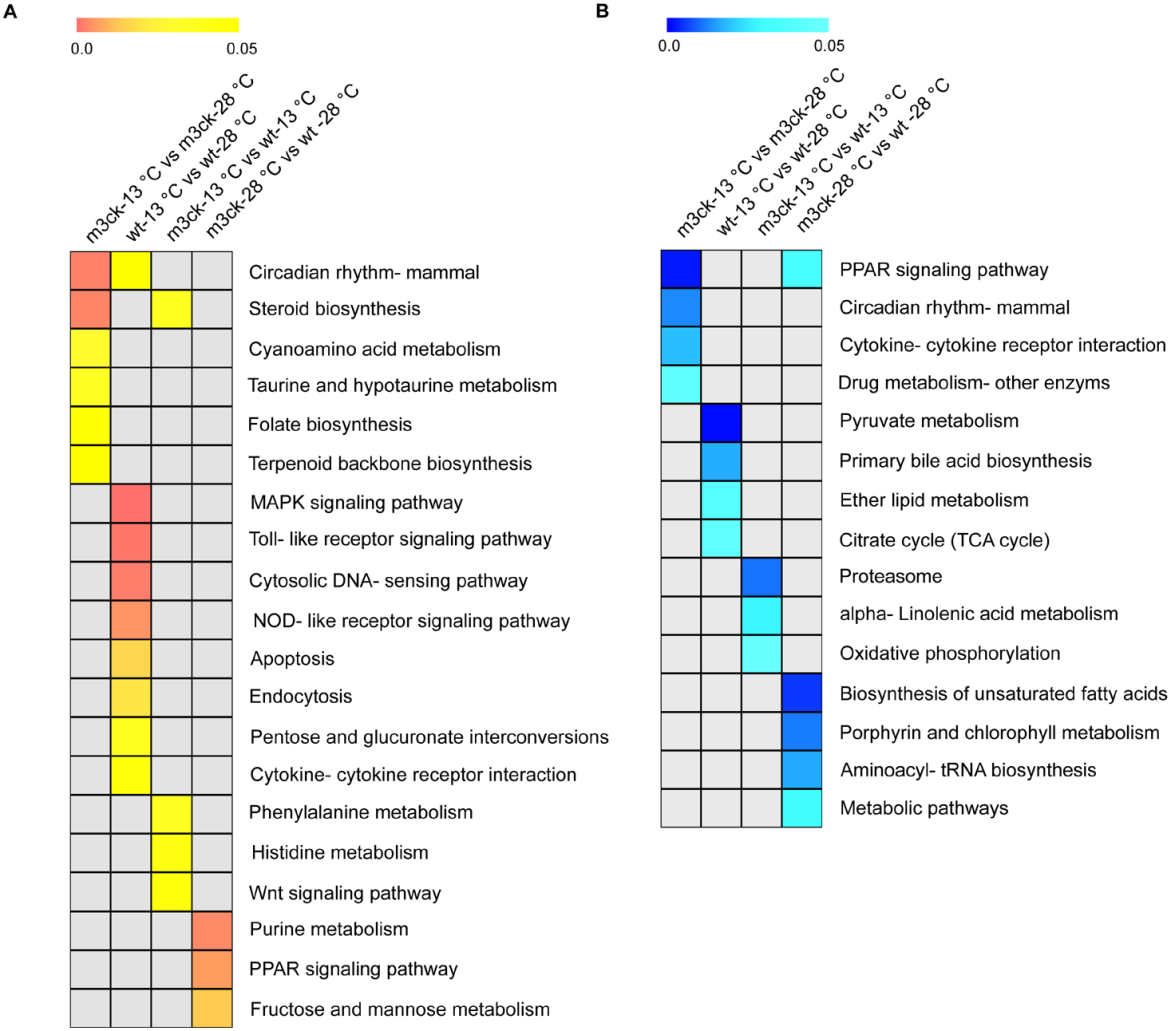
KEGG pathway analysis of cold-regulated genes. A. Up-regulated genes. B. Down-regulated genes. Up- and down-regulated genes were submitted for KEGG enrichment analysis using the SAS online analysis system. Color scales represent *P* values of enrichment tests and gray cells indicate an empty value or *P*>0.05.

## Discussion

In this study, we established a transgenic zebrafish line *Tg* (*smyd1:m3ck*) with energy-producing related genes to investigate the mechanism of cold tolerance. Microarray analysis revealed numerous genes, key biological processes, and intracellular pathways associated with cold acclimation. These results might offer insights into the molecular mechanisms underlying gene expression during cold stress in fish.

To survive in the wild, zebrafish must adapt to changes in water temperature. Daily variations of water temperature in the Ganges basin, a habitat of wild zebrafish, were recorded as ranging from a low of ±0.1°C to a high of ±5.6°C, with seasonal variations of 15.0±0.4°C. The lowest recorded water temperature in a zebrafish habitat was 16.5°C, the highest was 38.6°C [19]. Several factors influence thermal tolerance in fishes; however, the initial temperature extremity may influence tolerance of temperature shifts regardless of sex [28], [29]. Zebrafish maintained under variable temperature conditions exhibit greater tolerance than fish maintained at constant temperature [30]. These observations suggest pure zebrafish lines in laboratory culture under constant temperature conditions (28°C) may exhibit different tolerances than wild zebrafish. Therefore, we used wild-type strains of zebrafish to study cold temperature tolerance.

We analyzed gene expression profiles in transgenic and wild-type fish at 28°C to detect the impact of the transgene insertion on general metabolism and physiology. Pathways such as purine metabolism, PPAR signaling, and fructose and mannose metabolism were up-regulated in transgenic versus wild-type fish. 

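In m3ck-28°C vs. wt-28°C, a list of 128 purine metabolism genes had a median log2 fold change of 0.15 and a mean of 0.09, with 82 genes higher, and the test against all other genes gave an adjusted p of 0.783 from camera in the downward direction, since the median of all probes was 0.18. By the paper's rule 9 of its genes were up-regulated and 0 were down-regulated, none when adjusted over the list alone. The PPAR list had a median of 0.35, with 40 of 53 genes higher (camera, adjusted p = 0.481), and 2 were up-regulated and 1 was down-regulated. The fructose and mannose list of 30 genes had a median of 0.29, with 18 genes higher and 1 up-regulated (camera, adjusted p = 0.956).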

The up-regulation of purine metabolism may be due to physiological adjustments to remove excess ATP generated by the creatine kinase transgene. PPARs are the major regulators of lipid and fatty acid metabolism and regulate transport, oxidation, storage, and synthesis of fatty acids [31]. Moreover, PPAR activation can enhance sugar metabolism, which may contribute to the up-regulation of fructose and mannose metabolism. Pathways such as biosynthesis of unsaturated fatty acids, aminoacyl-tRNA, and other metabolic pathways were down-regulated in transgenic versus wild-type fish. These genes included *acox3* (acyl-coA oxidase 3), *scd* (stearoyl-CoA desaturase), and *mars* (methionyl-tRNA synthetase). 

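In m3ck-28°C vs. wt-28°C, *scd* had a mean log2 signal of 6.52 ± 0.51 (SD, n = 3 arrays) in m3ck-28°C and 8.46 ± 0.19 (SD, n = 3) in wt-28°C. Its log2 fold change was -1.94 (standard error 0.38, adjusted p = 0.0801 from limma), and all 3 of its probes were called by the paper's rule. *mars* had a log2 fold change of -1.14 (standard error 0.28, adjusted p = 0.159) and was called by the paper's rule. The brightest probe of *acox3* had -0.25 (standard error 0.38, adjusted p = 0.736) and was not called, while a dimmer probe, 1 of its 4, had -3.40 and was called by the paper's rule. The list of unsaturated fatty acid genes had a median of -0.06, with 11 of 21 genes lower (camera, adjusted p = 0.132), and 1 gene was called by the paper's rule and when adjusted over the list alone. A list of 33 aminoacyl-tRNA synthetases had a median of -0.25, with 22 genes lower (camera, adjusted p = 0.00540), and did not pass with fry (adjusted p = 0.837). At the paper's thresholds 1 of its genes was down-regulated, and 0 were called when adjusted over the list alone.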

*Acox3* and *scd* mediate fatty acid oxidation [32], [33] and down-regulation might indicate that the overall energy supply in the transgenic fish was sufficient to alleviate the need for fatty acid metabolism. This assumption could be linked to up-regulation of the PPAR signaling pathway, which mediates fatty acid storage. Mars plays a critical role in protein biosynthesis by charging tRNAs with their cognate amino acids [34]. Down-regulation of this process in transgenic fish might also due to the sufficient energy supply and the reduced need for translation of many metabolic enzymes. In comparison to wild-type fish, the transgenic fish used different metabolic strategies to maintain energy homeostasis. In addition, there was no difference observed in transgenic fish versus wild-type fish with and without cold stress (Figure 11). This would suggest that the differential pathways detected were not affected by the transgene manipulate.

A common response to stimuli and the initiation of defensive compensatory mechanisms has been detected in transgenic and non-transgenic fish under cold stress. Under cold-stress, transgenic and non-transgenic fish down-regulate *opsin 1* (cone pigments), *opn1mw1*, *opn1mw4*, *opn1mw2*, and *opn1lw2*. These are rod cell photoreceptors belonging to the G-protein coupled transmembrane receptor family that mediates transmission of optical signals to the brain [35] and thus suggest the importance of the neuronal signal transduction and central nervous system (CNS). It is well known that the CNS of both mammals and fish play important roles in thermoregulation. 

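*opn1mw4* and *opn1mw2* had log2 fold changes of -1.01 (standard error 0.43) and -1.48 (standard error 0.43) in wild-type fish. In transgenic fish these were -2.40 (standard error 0.43, adjusted p = 0.0661 from limma) and -2.95 (standard error 0.43, adjusted p = 0.0474 from limma). Both genes were called by the paper's rule in both comparisons. In wild-type fish the call of *opn1mw4* was lost without wt-28°C replicate 1 (-0.97), wt-28°C replicate 2 (-0.79), wt-13°C replicate 1 (-1.13) or wt-13°C replicate 3 (-0.53), and, with the log2 fold change unchanged and p of at least 0.05, without m3ck-28°C replicate 1, m3ck-13°C replicate 1 or m3ck-13°C replicate 2. For *opn1mw4* the 3 arrays of wt-13°C and wt-28°C overlapped, and for the other cold comparisons of these genes the arrays did not.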

The hypothalamus is the most notable central thermoregulatory site to trigger the primary response to cold and helps to increase sympathetic output along with the spinal cord to peripheral tissues such as muscle and brown fat [36]–[38].

Up-regulated genes in transgenic and non-transgenic fish under cold stress included GO terms for DNA-dependent negative regulation of transcription and response to light stimulus. These transcripts included the cryptochrome family (*cry-dash*, *Cry 3* and *Cry 5*) and *period homolog* gene family (*per1b* and *per2*). 

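*cry-dash*, with 1 probe, rose by a log2 fold change of 0.78 (standard error 0.29) in wild-type fish, under the fold change threshold, and by 1.13 (standard error 0.29, adjusted p = 0.221 from limma) in transgenic fish, where it was called by the paper's rule. Without wt-28°C replicate 1 it was called in wild-type fish too (1.02), and without m3ck-13°C replicate 3 it was not called in transgenic fish (0.99).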

Up-regulation of these genes leads to inhibition of the *clock* gene, the core of the circadian rhythm pathway, and thus down-regulation of the remainder of the pathway. 

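The probe of *clock*, which the reference lists as *clocka*, had log2 fold changes of -0.92 (standard error 0.32) in wild-type fish and -1.39 (standard error 0.32, adjusted p = 0.178 from limma) in transgenic fish, and was called by the paper's rule in the latter. In wild-type fish it was called without wt-28°C replicate 1 (-1.01) or 2 (-1.01), or wt-13°C replicate 1 (-1.06) or 2 (-1.05). The list of genes that activate the clock had a median of -0.40 in wild-type fish, with 10 of 17 genes lower (camera, adjusted p = 0.0319), and did not pass with fry (adjusted p = 0.398). With the unadjusted p and the fold change, 1 gene, *arntl1b*, was down-regulated in wild-type fish, with a log2 fold change of -1.17 (standard error 0.36).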

A correlation between temperature and circadian rhythm has been reported in zebrafish [27] and mice [39]; this was considered a “temperature compensation” mechanism to correct the natural tendency of the rate of biochemical reactions to change with temperature [40].

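In m3ck-13°C vs. m3ck-28°C, *scd*, which encodes stearoyl-CoA desaturase, rose by a log2 fold change of 2.52 (standard error 0.38, adjusted p = 0.0487 from limma), *sgms2* by 1.67 (standard error 0.61, adjusted p = 0.352), *ebp* by 1.03 (standard error 0.27, adjusted p = 0.239) and *fdft1* by 1.06 (standard error 0.45, adjusted p = 0.386). All 4 were called by the paper's rule, and on each the 3 m3ck-13°C arrays lay above the 3 m3ck-28°C arrays. In wt-13°C vs. wt-28°C the log2 fold changes were -0.63 (standard error 0.38), -0.43 (standard error 0.61), -0.80 (standard error 0.27) and 0.01 (standard error 0.45), and none was called. As an interaction of line and temperature, the differences of the log2 fold changes were 3.14 for *scd* and 1.83 for *ebp*, and the response of *sgms2* differed 4.29-fold, all of which passed the paper's rule, while the difference was 1.05 for *fdft1*, which did not pass. No interaction of these genes passed with the adjusted p, which was 0.828 for each. With normexp background correction the increase in m3ck-13°C vs. m3ck-28°C was 0.82 for *sgms2*, 0.97 for *ebp* and 0.44 for *fdft1*, and these 3 genes were then not called. The interaction of *sgms2* did not pass without wt-28°C replicate 1 (difference 2.02) or 2 (1.99), wt-13°C replicate 1 (2.17) or 2 (1.39), m3ck-28°C replicate 1 (1.99) or 2 (1.87), or m3ck-13°C replicate 3 (1.76), and that of *fdft1* passed without wt-28°C replicate 3 (1.43). The call of *sgms2* in m3ck-13°C vs. m3ck-28°C was lost without m3ck-28°C replicate 1 (1.56) or 2 (1.44) or m3ck-13°C replicate 3 (1.33), and that of *ebp* without m3ck-28°C replicate 3 (0.97) or m3ck-13°C replicate 1 (0.89) or 2 (0.93). The other 2 tested probes of *ebp* had 1.24 and 1.32 there and were called. The call of *fdft1* was lost without wt-28°C replicate 2 (1.06), m3ck-28°C replicate 1 (1.07), 2 (0.96) or 3 (1.15), or m3ck-13°C replicate 1 (1.08) or 3 (0.89), while *scd* kept it under every setting run.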

Lipid transport and metabolism-related genes such as *scd* (stearoyl-CoA desaturase, delta-9-desaturase), *sgms2* (sphingomyelin synthase 2), *fdft1* (squalene synthetase), and *ebp* (sterol isomerase) were only up-regulated in transgenic fish. The pathways involving these genes included the biosynthesis of unsaturated fatty acids, sphingolipid metabolism, and steroid biosynthesis. Among these, *scd* mediates biosynthesis of unsaturated fatty acids. Delta-9 catalyzes the synthesis of monounsaturated fatty acids (18∶1 n-9 and 18∶2 n-6), which are required for triglyceride energy storage and contributes to the maintenance of cell membrane fluidity [41]–[43]. Genes such as *fdft1* and *ebp* participate in steroid biosynthesis and bile acid biosynthesis. The activity of *fdft1* could provide precursors to cholesterol synthesis. Cholesterol is an essential structural component of cell membranes and serves as a precursor for the synthesis of steroid hormones such as bile salts, which are important in fat absorption [44]. *Sgms2* is associated with sphingolipid metabolism. Sphingolipids are enriched in the plasma membrane and are important structural lipids. They participate in the formation of membrane domains with cholesterol and affect the distribution and function of membrane proteins. Some less abundant sphingolipids are important modulators of cell signaling [45]–[47]. Thus, our results suggest transgenic fish could maintain their cell membrane construction and fluidity under lower temperatures, unlike the wild-type fish. 

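The interaction of line and temperature tested whether the sterol biosynthesis genes responded to cold differently in transgenic and wild-type fish. The median difference of their log2 fold changes was 0.72, with 22 genes higher and 6 lower (camera, adjusted p = 8.80e-08, and fry, adjusted p = 0.0199). Counted by fold change and unadjusted p, 2 genes passed, 1 when adjusted over the list alone and 0 over all probes. The list was also higher in m3ck-13°C vs. wt-13°C, with a median of 0.55 and 24 genes up (camera, adjusted p = 1.37e-05, and fry, adjusted p = 0.0171). At 28°C it was lower in m3ck-28°C vs. wt-28°C, with a median of -0.37 and 17 genes down (camera, adjusted p = 0.0426, and fry, adjusted p = 0.477). Part of the interaction may therefore lie in a difference between the lines at 28°C. The median deviations of the arrays overlapped, with -0.25 to -0.06 in m3ck-28°C and -0.17 to 0.12 in wt-28°C. With camera the list at 28°C did not pass without wt-28°C replicate 2 (adjusted p = 0.193), wt-13°C replicate 3 (0.0552) or m3ck-28°C replicate 3 (0.0693). In wild-type fish under cold stress its median was -0.22, with 17 genes lower and 0 called (camera, adjusted p = 0.191). From the up-regulation of genes of sterol, sphingolipid and unsaturated fatty acid synthesis in transgenic fish, the paper proposes that these fish could maintain the construction and fluidity of their cell membranes at low temperature.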

Cell membrane integrity and fluidity are essential for material transport and cell communication. Cell membrane construction-related pathways such as lipid metabolism and primary bile acid biosynthesis were also down-regulated in wild-type fish under cold stress. Therefore, cell membrane fluidity may be important for low-temperature tolerance in fish.

Our results demonstrated the importance of energy for fish during cold stress. ATP is produced by photophosphorylation, cellular respiration, and fermentation and is involved in many cellular processes, including biosynthetic reactions, motility, and cell division [48]. The concentration of ATP in the transgenic fish at low temperatures was 60% (6.36/10.04) of that of wild-type fish at normal temperatures, which was three times (6.36/2.01) that of wild-type fish at low temperatures. This confirmed that M3CK maintains its activity and catalyzes the formation of ATP at low temperatures. Some of this energy may be used for cellular processes such as cell membrane construction in response to low temperature, as indicated by the up-regulation of genes participating in steroid biosynthesis, folate biosynthesis, and terpenoid backbone biosynthesis only in the transgenic fish (Figure 10). It should be noted that the transcripts of genes involved in oxidative phosphorylation, the main source of ATP, were significantly down-regulated in the transgenic fish. However, pathways that lie upstream of oxidative phosphorylation, such as pyruvate metabolism and the TCA cycle, which produce substrates for oxidative phosphorylation, were down-regulated only in wild-type fish at low temperature. Therefore, oxidative phosphorylation could not supply enough energy in response to cold stress. It was interesting to note that the transcripts of genes involved in pentose and glucuronate inter-conversions were up-regulated in wild-type fish under cold stress. This is another metabolic pathway to producing glucose and ribose-5-phosphate (R5P), which could be used in the synthesis of nucleotides and nucleic acids. Therefore, glucose metabolism cannot be the main supplier of energy, and other energy-producing pathways are more important during cold stress. 

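A list of 97 genes of oxidative phosphorylation had a median log2 fold change of -0.15 in m3ck-13°C vs. m3ck-28°C, with 23 genes higher and 74 lower, while the median of all probes was lower still. The list did not pass against all other genes with camera (adjusted p = 0.993), nor by its own change with fry (adjusted p = 0.837). By the paper's rule 1 gene was up-regulated and 1 was down-regulated, and 0 were called when adjusted over the list alone. Without m3ck-13°C replicate 3 the list passed in the upward direction (camera, adjusted p = 0.0342). In wild-type fish its median was -0.08, with 72 genes lower (camera, adjusted p = 0.162).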

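In transgenic fish the list of pentose and glucuronate interconversions had a median log2 fold change of -0.58, with 26 of 36 genes lower and 3 down-regulated by the paper's rule, none when adjusted over the list alone (camera, adjusted p = 0.254). The interaction with line had an adjusted p of 0.949 from camera.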

Further studies on the supply of energy should be performed.

Transcripts of the *jun* and *fos* genes were found only in cold treated wild-type fish. They were also up-regulated in previous studies in zebrafish [49] and rats [50], [51] under cold stress. 

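For *jun*, the brightest of its 3 probes had log2 fold changes of 0.59 (standard error 0.42) in wild-type fish and 0.33 (standard error 0.42) in transgenic fish and was called in neither. *fos*, which the reference lists as *fosab*, rose by 1.61 (standard error 0.49) in wild-type fish and by 1.43 (standard error 0.49, adjusted p = 0.329 from limma) in transgenic fish. All 5 of its probes were called by the paper's rule in both. The interaction of line and temperature was -0.26 for *jun* and -0.19 for *fos* (adjusted p = 0.890 and 0.934 from limma). In transgenic fish *fos* was not called without m3ck-28°C replicate 1 or without m3ck-13°C replicates 1 or 2. The list of immediate early genes rose in transgenic fish by a median of 0.66, with 23 of 33 genes higher and 11 up-regulated by the paper's rule, 8 when adjusted over the list alone and 0 over all probes (camera, adjusted p = 1.08e-07, and fry, adjusted p = 0.615).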

Fos can form heterodimers with Jun, forming a transcription factor complex that often induces apoptosis [52], [53] under stress, and is important for maintaining cell homeostasis. During cold stress, cell damage may trigger the immune response, and many genes involved in immune response pathways were significantly up-regulated in cold-treated wild-type fish, such as Toll-like receptor signaling [54], cytosolic DNA-sensing [55], NOD-like receptor signaling [56], and cytokine-cytokine receptor interactions [57] (Figure 10). 

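The cytokine and cytokine receptor list had 81 genes higher and 81 lower in wild-type fish, with a mean log2 fold change of -0.02 (camera, adjusted p = 0.801, in the upward direction relative to all other genes). At the paper's thresholds 2 of its genes were up-regulated and 1 was down-regulated, none when adjusted over the list alone. In transgenic fish the innate sensing list had a median of -0.11, with 27 genes higher and 34 lower (camera, adjusted p = 0.607), and the interaction with line had an adjusted p of 0.612.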

Genes involved in the synthesis of nucleotides and nucleic acid-pentose and glucuronate inter-conversions were up-regulated in wild-type fish under cold stress (Figure 10). During the immune response, apoptosis functions as a defense reaction to remove damaged cells; however, the genes involved in cytokine-cytokine receptor interactions were down-regulated in transgenic zebrafish under cold stress. Thus, injury may cause cell death at low temperatures and injury might be another important concern for fish under cold stress.

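As an interaction of line and temperature, the cytokine and cytokine receptor list had a median difference of log2 fold changes of -0.27, with 112 of 162 genes lower (camera, adjusted p = 0.341), 0 up and 4 down by the paper's rule and none when adjusted over the list alone.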

In conclusion, we identified multiple biological processes, intracellular signaling pathways, and key genes associated with cold tolerance by using muscle-specific transgenic zebrafish. The regulation of the energy metabolic process, cell membrane construction and fluidity, and cell death were important for acclimation to low temperatures. Our results also suggest energy is a critical factor in low-temperature adjustment. For further validation of our hypothesis, protein changes under cold stress will be a very interesting experiment that we plan to pursue in our future work, in addition to a study of metabolite profiles.

## Supporting Information

Figure S1 **Validation of microarray data by real-time quantitative PCR.** qRT-1 represented qPCR with the same samples used in the microarray. qRT-2 represented qPCR with the samples cold treated at different times (n = 5). Data of qPCR referred to the left axis of ordinate and data of microarray analysis referred to the right axis of ordinate.
(TIF) Click here for additional data file.

Figure S2 **Biological processes of m3ck-13°C vs. m3ck-28°C up-regulated transcripts.**
(PDF) Click here for additional data file.

Figure S3 **Biological Processes of wt-13°C vs. wt-28°C up-regulated transcripts.**
(PDF) Click here for additional data file.

Figure S4 **Biological processes of m3ck-13°C vs. m3ck-28°C down-regulated transcripts.**
(PDF) Click here for additional data file.

Figure S5 **Biological Processes of wt-13°C vs. wt-28°C down-regulated transcripts.**
(PDF) Click here for additional data file.

Table S1 **qRT-PCR primers used for validating microarray data.**
(XLS) Click here for additional data file.

Table S2 **GO enrichment analysis of cold-regulated genes.**
(XLS) Click here for additional data file.

Table S3 **Pathways enrichment analysis of cold-regulated genes.**
(XLS) Click here for additional data file.

Video S1 **Swimming behavior of wild-type zebrafish at 13°C.** The timeline represents: 00∶00–00∶27: After the fish moved into cold water bath and the beginning of cold treatment; 00∶28–01∶02: after cold treated for 1 h; 01∶03–01∶36: after cold treated for 2 h.
(MPG) Click here for additional data file.

Video S2 **Swimming behavior of** ***Tg*** **(** ***smyd1:m3ck*** **) zebrafish at 13**°C**.** The timeline represents: 00∶00–00∶26: After the fish moved into cold water bath and the beginning of cold treatment; 00∶27–01∶00: after cold treated for 1 h; 01∶01–01∶31: after cold treated for 2 h.
(MPG) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

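The data were one-colour Agilent zebrafish arrays of 12 samples, each made from 3 pooled whole fish, with 3 arrays in each of the groups wt-28°C, wt-13°C, m3ck-28°C and m3ck-13°C. For every array the authors deposited a Feature Extraction file with 45220 spots, which gives for each spot the mean and background intensity and the processed intensity, on a linear scale, together with flags for saturated, outlying and well-above-background spots. The authors also deposited a table of log2 values, quantile normalized by them over the 12 arrays in GeneSpring. It was checked that these are on a log2 scale and differ by at most 0.0265 from the quantile normalization made here. Every result starts from the Feature Extraction files, and the authors' log2 values serve as an alternative.

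Control spots and spots flagged as outliers were left out, which left 43603 probes, of which 50 had 5 spots each that were averaged on the log2 scale. The log2 processed intensities were quantile normalized. A probe was tested if it was well above background on all 3 arrays of at least 1 group, which 38775 probes were, and 34584 probes were well above background on all 12 arrays. The share of probes well above background, between 86.2% and 92.1% per array, is the only measure of depth, and the 3 arrays per group limit the precision. Gene symbols were taken from the reference by the RefSeq accession of the probe for 25598 probes, 7765 of which thereby received a newer symbol, and from the files for the other 18005. Probes that carry only the name of a clone, locus or transcript are not named in the text, apart from LOC100334619 and zgc:112146, which were named after their values were seen.

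One linear model with a mean for each of the 4 groups was fitted to each probe with limma 3.58.1 in R 4.3.3, using data.table 1.17.8, and variances were moderated by eBayes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The comparisons were wt-13°C vs. wt-28°C, m3ck-13°C vs. m3ck-28°C, m3ck-13°C vs. wt-13°C, m3ck-28°C vs. wt-28°C and the interaction of line and temperature, the log2 fold change under cold stress in transgenic fish minus that in wild-type fish. Transcripts were counted at a fold change of at least 2 and an unadjusted p under 0.05, the rule of the paper, whose text does not name the test behind its p for the arrays, and at a fold change of at least 2 and a p adjusted by the Benjamini-Hochberg method over the tested probes under 0.05. The scripts were tested on simulated data with the means and spread of m3ck-13°C vs. m3ck-28°C in 38728 probes. Of 100 probes given a log2 fold change of 3, 96% were called by the paper's rule and 81% by the adjusted rule, 1084 unchanged probes were called by the paper's rule and 7 by the adjusted rule, and 5.23% of the unchanged probes had an unadjusted p under 0.05.

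The genes named in the text are those the paper names and, for each comparison and direction, up to 5 with a gene symbol and the largest change among those that pass the adjusted rule and whose arrays do not overlap, and up to 3 members with the largest change of a list that passed. For a gene with several probes the probe with the highest mean signal was used, except that the genes with the largest changes by the adjusted rule are given by the probe that passed. In that ranking the names of clones, loci and transcripts were not counted as gene symbols. Where a probe was well above background on no array of a group, the change is given only as a bound, against the dimmest probe counted as well above background on the same arrays. Probes above background on all arrays of 1 line and no array of the other were singled out after their values were seen.

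GO and pathway annotation was not used here, and 24 gene lists were written from gene symbols for the processes the paper discusses before the arrays were read: phototransduction, clock genes induced by light or repressing the clock, clock activators, vitellogenin, oocyte, testis and meiosis, sterol biosynthesis, unsaturated fatty acids, immediate early genes, oxidative phosphorylation, citrate cycle and pyruvate, primary bile acid, pentose and glucuronate, innate sensing, cytokines and receptors, PPAR signaling, purine, fructose and mannose, aminoacyl-tRNA synthetases, core histones, heat and cold shock, creatine kinase, lipid transport by apolipoproteins, and skeletal muscle structure. They were tested over 23324 genes, each by its brightest probe, with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Several lists share members, and a list written from symbols is not the annotation the paper used. The paper's GO and KEGG enrichments were therefore not repeated. Principal components and the distance between groups were computed on all tested probes with values on all arrays, and the distance was tested by an exact permutation test over all 15400 partitions of the arrays.

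The alternatives tried were a shift of each array to a common 75th percentile, normexp background correction with an offset of 50, no filter on dim probes, a filter for probes detected on all arrays, the authors' log2 values, a fit of only the groups compared, a block for replicate number, a block for slide, array weights, each array left out in turn, an unmoderated test, and a count of gene names in place of probes. The unmoderated test was also fitted to only the groups compared. For shared transcripts the adjusted rule in both comparisons was an alternative, for named genes the mean of all their probes, and for principal components the 1000 most variable probes. The median deviation of the oocyte list on each array as a covariate was added after the values were seen. The measurements of ATP, swimming, survival and quantitative PCR were not analysed here.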

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

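The tests on the female genes and on the line-specific probes and the splits counted by the adjusted rule were chosen only after the result was seen, and the splits counted by the paper's rule and the comparison of oocyte with testis genes were set before the data were examined.

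For the interaction of line and temperature, 2 probes passed at a fold change of at least 2 with the adjusted p from limma, which is a difference between the responses of the lines. LOC100334619 had a log2 fold change of 3.57 in wild-type fish and -0.51 in transgenic fish (interaction -4.08, adjusted p = 0.0453). A probe for a sequence without a gene name had -0.72 and 5.54 (interaction 6.26, adjusted p = 0.00233). By the paper's rule 1339 transcripts passed. Of 100 drawn regroupings of the 12 arrays, the real one included, 25 gave as many, so chance cannot be excluded for this number. By the adjusted rule 2 of the 100 gave as many as the real one, itself included, a share by which chance can be excluded for the number of 2 probes. That is weak ground, since this test was chosen after the 2 probes were seen and the other regrouping gave 189. The number was 0 with normexp background correction, the slide block and probes detected on all arrays, and between 1 and 21 with 1 array left out. No biological explanation was tested for it.

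The lists of vitellogenin, oocyte, and testis and meiosis genes responded to cold differently in the lines, with adjusted p from camera of 2.81e-13, 1.98e-15 and 0.000818 for the interaction and median differences of log2 fold changes of 7.76, 5.56 and -1.28. None of these interactions passed with fry or with an estimated correlation. Between the lines, the vitellogenin list had a median log2 fold change of -8.10 at 28°C and of -0.37 at 13°C (camera, adjusted p = 4.01e-14 and 0.481), so the m3ck-28°C arrays carry this interaction. Different shares of females and males among the pooled fish are a candidate explanation. On 7 of the 12 arrays the medians of the oocyte list and of the testis and meiosis list lay on opposite sides of their means. A mix of females and males would set a list of female genes against a list of male genes within groups too. The correlation of the oocyte list with the testis and meiosis list was -0.14 over the arrays and 0.55 within groups. That of the oocyte and vitellogenin lists was 0.67 over the arrays and 0.07 within groups. On wt-28°C replicate 3 the medians were -5.87 for oocyte, -1.13 for testis and meiosis and 0.91 for vitellogenin. The testis and meiosis list is itself mixed, since over the arrays 25 of its genes went against the oocyte list and 15 went with it. Its correlation with the oocyte list therefore cannot decide for or against a mix of females and males. The low oocyte list on wt-28°C replicate 3 was not matched by the vitellogenin list, and with 3 arrays per group this does not exclude such a mix. Fewer egg-bearing females in m3ck-28°C would also lower other genes of the female liver and ovary. Of 4 such genes on none of the lists, 2 were lower on every m3ck-28°C array than on every wt-28°C or every m3ck-13°C array. These were *nots*, with a mean log2 signal of 7.52 in m3ck-28°C, 12.99 in wt-28°C and 13.70 in m3ck-13°C, and *esr1*, while *cyp19a1a* overlapped and *foxl2a* was higher in m3ck-28°C than in the other groups. The sex of the fish is not given, so a different mix of fish and an effect of the transgene or of the cold cannot be told apart for these genes.

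The phototransduction list had an adjusted p of 1.07e-24 from camera for the interaction, with a median difference of -1.45. It did not pass with fry (adjusted p = 0.166) or with an estimated correlation (adjusted p = 0.437). Its adjusted p in m3ck-13°C vs. m3ck-28°C was 0.0834 with array weights. Whole fish were used, and the share of eye tissue per pool was not measured. No explanation was tested for this difference.

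The sterol biosynthesis list had an adjusted p of 8.80e-08 from camera for the interaction and passed with fry and with an estimated correlation (adjusted p = 0.0199 and 0.0233). Without each array in turn its adjusted p was between 8.05e-10 and 0.000651. The authors' normalization, the filter and the scaling were varied and the test passed under each. Part of the interaction may lie at 28°C, where the list was lower in m3ck-28°C vs. wt-28°C (median -0.37, camera, adjusted p = 0.0426, and fry, adjusted p = 0.477). The slide could not be separated fully from the groups. A response of sterol genes to cold that depends on the line is one hypothesis, and it was not tested in other fish.

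The interactions of the lists of unsaturated fatty acid genes, aminoacyl-tRNA synthetases and skeletal muscle structure had adjusted p of 0.0319, 0.0119 and 0.0485 from camera, with median differences of 0.21, 0.30 and -0.76. With fry each had an adjusted p of 0.837. With the oocyte list as a covariate, which was added later, the aminoacyl-tRNA synthetases and the muscle list changed sign, with adjusted p of 0.647 and 0.275. The share of ovary in the pools is a candidate explanation for the differences of these 2 lists, and the sex of the fish is not known. The unsaturated fatty acid list kept its direction and passed with that covariate. It did not pass with the slide block (adjusted p = 0.976), array weights (0.187), or without wt-28°C replicate 3 (0.275), wt-13°C replicate 3 (0.455), m3ck-28°C replicate 2 (0.0736), m3ck-13°C replicate 1 (0.101) or m3ck-13°C replicate 2 (0.147).

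Among genes the paper does not discuss, 18 probes were well above background on every wild-type array and on no transgenic array, and 0 showed the reverse. They are 0.0413% of the probes on the array. Among the ways to part the 12 arrays into 6 and 6, 3 of 462 gave as many such probes, the real one included, a share by which chance can be excluded. That is weak ground, since the probes were singled out after their values were seen and the other 2 splits gave 18 and 133, the latter for the split that parts the 6 arrays with the highest medians of the oocyte list from the rest. If the genes as a whole were expressed less, their other probes would be lower too. Of 15 other tested probes of 9 of these genes, 4 were lower by at least 2-fold at both temperatures, those of *supt3h*, zgc:112146 and a transcript without a gene name, while the others, such as those of *grhprb* and *trmt10b*, were not. This count uses the fold change alone. The unadjusted p from limma at 13°C and 28°C were 0.176 and 0.124 for *supt3h* and 0.152 and 0.158 for zgc:112146. For the transcript without a gene name they were 0.0475 and 0.139 on one probe and 0.000814 and 0.00249 on the other. For the genes without other tested probes nothing could be compared. A sequence difference between the fish under the probes and lower expression of the genes cannot be told apart with these arrays, because the probe sequences were not compared with the genome of either line.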

How the results depend on the processing

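The oocyte list as a covariate was the alternative chosen only after the result was seen, and the others were set before the data were examined. A number of transcripts is called unchanged below when it lay within 1.5 times the value reported, and for genes and lists a change of sign is counted only where one of the settings passed its threshold. Scan was not run as a separate block because each slide was 1 scan. Where no cause is given below, the cause was not tested.

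The sterol biosynthesis list kept its direction and passed in m3ck-13°C vs. m3ck-28°C and for the interaction under each alternative run, fry, the estimated correlation and each array left out included. The slide block among these rests on single arrays, as described below, so a pass with it carries little weight. With the authors' normalized values the counts were unchanged. The other results are given by setting. For the named genes, 68 values were compared under most settings. With normexp background correction 14 of these fell below the threshold and 0 rose above it. With the slide block 7 fell and 5 rose, and with the oocyte list covariate 11 fell and 6 rose. With array weights 4 fell and 3 rose. Only some of these genes are named below.

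With the 75th-percentile shift there were 9 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 15 by the adjusted rule in m3ck-28°C vs. wt-28°C, 1 by the adjusted rule for the interaction and 2 up-regulated in transgenic and down-regulated in wild-type fish. This shift moved the median log2 fold change of all probes from -0.20 to -0.31 in m3ck-13°C vs. m3ck-28°C and from 0.18 to 0.26 in m3ck-28°C vs. wt-28°C.

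With normexp background correction there were 169 up-regulated in wt-13°C vs. wt-28°C, 66 down-regulated there, 543 up-regulated in m3ck-13°C vs. m3ck-28°C, 793 down-regulated there and 93 by the adjusted rule in m3ck-13°C vs. m3ck-28°C. It gave 172 up-regulated in m3ck-13°C vs. wt-13°C, 205 down-regulated there, 4 by the adjusted rule in m3ck-13°C vs. wt-13°C, 754 up-regulated in m3ck-28°C vs. wt-28°C, 517 down-regulated there and 13 by the adjusted rule in m3ck-28°C vs. wt-28°C. For the interaction and the shared classes it gave 649 by the paper's rule, 0 by the adjusted rule, 18 down in both lines, 6 down in transgenic and up in wild-type fish and 0 in the opposite class. The median of all probes was then -0.09 in m3ck-13°C vs. m3ck-28°C and 0.09 in m3ck-28°C vs. wt-28°C, and 71.9% of the called transcripts were up-regulated in wt-13°C vs. wt-28°C, against 54.3% in the values reported. The offset raises dim signals and so shrinks their fold changes.

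Without the filter on dim probes there were 20 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 1 by the adjusted rule for the interaction and 2 in the opposite shared class. With probes detected on all arrays, which tests fewer probes, there were 206 down-regulated in wt-13°C vs. wt-28°C, 2 by the adjusted rule in wt-13°C vs. wt-28°C, 408 up-regulated in m3ck-13°C vs. wt-13°C, 452 down-regulated there, 3 by the adjusted rule in m3ck-13°C vs. wt-13°C, 707 down-regulated in m3ck-28°C vs. wt-28°C, 1 by the adjusted rule in m3ck-28°C vs. wt-28°C, 0 by the adjusted rule for the interaction and 60 down in both lines.

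With only the groups compared in each fit, and so fewer arrays for the spread, there were 0 by the adjusted rule in wt-13°C vs. wt-28°C, 1 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 1993 down-regulated in m3ck-28°C vs. wt-28°C, 56 by the adjusted rule in m3ck-28°C vs. wt-28°C and 0 in the opposite shared class. The interaction needs all 4 groups and is not defined in this fit. With the replicate block there were 0 by the adjusted rule in wt-13°C vs. wt-28°C, 4 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 9 by the adjusted rule in m3ck-28°C vs. wt-28°C, 1 by the adjusted rule for the interaction, 71 down in transgenic and up in wild-type fish and 2 in the opposite class. The labels say nothing that pairs arrays of one number, and the correlations of their deviations ranged from -0.671 to 0.734.

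With the slide block there were 3 by the adjusted rule in wt-13°C vs. wt-28°C, 5398 up-regulated in m3ck-13°C vs. m3ck-28°C, 7789 down-regulated there, 83 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 8 by the adjusted rule in m3ck-13°C vs. wt-13°C, 5656 up-regulated in m3ck-28°C vs. wt-28°C, 2748 down-regulated there and 5 by the adjusted rule in m3ck-28°C vs. wt-28°C. For the interaction and the shared classes it gave 9771 by the paper's rule, 0 by the adjusted rule, 54 up in both lines, 59 down in transgenic and up in wild-type fish and 34 in the opposite class. The clock list in m3ck-13°C vs. m3ck-28°C did not pass (adjusted p = 0.418). In wt-13°C vs. wt-28°C the lists of oocyte, testis and PPAR genes changed sign (adjusted p = 0.00200, 0.572 and 0.573), as did oocyte and muscle in m3ck-13°C vs. wt-13°C (2.95e-05 and 0.192) and immediate early genes in m3ck-28°C vs. wt-28°C and for the interaction (0.000589 and 0.0116). Slide and group were partly confounded. Only m3ck-13°C replicate 3 shared the slide of the m3ck-28°C arrays, and only wt-28°C replicate 1 that of the wt-13°C arrays. With the slide block each cold comparison therefore rests on that array alone against the other group. The line comparisons and the interaction also pass through these single arrays. The values with this block therefore cannot separate slide from group.

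The default estimate of limma's array weights did not converge, since 1 weight ran away, so the gene-by-gene estimate was used. With it there were 1733 up-regulated in wt-13°C vs. wt-28°C, 1180 down-regulated there, 1891 by the adjusted rule in wt-13°C vs. wt-28°C, 3245 up-regulated in m3ck-13°C vs. m3ck-28°C and 5460 by the adjusted rule in m3ck-13°C vs. m3ck-28°C. It gave 1763 up-regulated in m3ck-13°C vs. wt-13°C, 1948 down-regulated there, 3363 by the adjusted rule in m3ck-13°C vs. wt-13°C, 3891 up-regulated in m3ck-28°C vs. wt-28°C, 4233 down-regulated there and 7997 by the adjusted rule in m3ck-28°C vs. wt-28°C. For the interaction and the shared classes it gave 11172 by the paper's rule, 10598 by the adjusted rule, 151 up in both lines, 224 down in both lines, 156 down in transgenic and up in wild-type fish and 194 in the opposite class. The phototransduction list in m3ck-13°C vs. m3ck-28°C did not pass (adjusted p = 0.0834), and the signs changed for oocyte and PPAR genes in wt-13°C vs. wt-28°C (0.242 and 0.832) and for testis genes in m3ck-13°C vs. m3ck-28°C (0.650). The weights ranged from 0.146 for wt-13°C replicate 3 to 6.23 for m3ck-13°C replicate 2.

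With the unmoderated test there were 219 up-regulated in wt-13°C vs. wt-28°C, 135 down-regulated there, 0 by the adjusted rule in wt-13°C vs. wt-28°C, 1198 down-regulated in m3ck-13°C vs. m3ck-28°C, 0 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 309 up-regulated in m3ck-13°C vs. wt-13°C, 344 down-regulated there, 0 by the adjusted rule in m3ck-13°C vs. wt-13°C, 2 by the adjusted rule in m3ck-28°C vs. wt-28°C, 53 up in both lines, 33 down in both lines, 4 down in transgenic and up in wild-type fish and 0 in the opposite class. Counted as gene names there were 787 up-regulated in m3ck-13°C vs. m3ck-28°C and 27 by the adjusted rule in m3ck-13°C vs. m3ck-28°C. With the Benjamini-Hochberg adjusted rule each of the 4 shared classes held 0 transcripts.

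With the oocyte list as a covariate there were 654 up-regulated in wt-13°C vs. wt-28°C, 19 by the adjusted rule in wt-13°C vs. wt-28°C, 1179 down-regulated in m3ck-13°C vs. m3ck-28°C, 168 by the adjusted rule in m3ck-13°C vs. m3ck-28°C, 147 by the adjusted rule in m3ck-13°C vs. wt-13°C, 268 by the adjusted rule in m3ck-28°C vs. wt-28°C, 14 by the adjusted rule for the interaction, 270 up in both lines and 12 in the opposite shared class. The correlation of the comparisons that share m3ck-28°C was -0.78. In m3ck-13°C vs. m3ck-28°C the signs changed for oxidative phosphorylation (adjusted p = 9.04e-12, upward), cytokines (3.43e-05), aminoacyl-tRNA synthetases (0.0536), core histones (0.721) and muscle (3.85e-07). They changed for oocyte and testis genes in wt-13°C vs. wt-28°C (0.360 and 0.735). For cytokines, aminoacyl-tRNA synthetases and muscle they changed in m3ck-28°C vs. wt-28°C (0.00228, 0.511 and 1.83e-05) and for the interaction (0.00829, 0.647 and 0.275).

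With fry 5 list tests passed, and the adjusted p were, for the phototransduction list 0.795 in wt-13°C vs. wt-28°C and 0.172 in m3ck-13°C vs. m3ck-28°C, the clock list 0.143 and 0.477. With the estimated correlation 3 passed, and the adjusted p were, for the phototransduction list 0.992 in wt-13°C vs. wt-28°C and 0.857 in m3ck-13°C vs. m3ck-28°C, the clock list 0.246 and 0.715, and for vitellogenin 0.246 in m3ck-13°C vs. m3ck-28°C and 0.246 in m3ck-28°C vs. wt-28°C.

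With each array left out, leaving a group with 2 arrays, the counts by the paper's rule moved as follows. Up-regulated transcripts ranged in wt-13°C vs. wt-28°C from 278 (without wt-13°C replicate 2) to 865 (without wt-13°C replicate 3) and m3ck-13°C vs. m3ck-28°C from 743 (without m3ck-13°C replicate 3) to 3386 (without m3ck-13°C replicate 1). They ranged in m3ck-13°C vs. wt-13°C from 529 (without wt-13°C replicate 1) to 1076 (without wt-13°C replicate 2) and m3ck-28°C vs. wt-28°C from 1250 (without wt-28°C replicate 2) to 2873 (without wt-28°C replicate 3). Down-regulated transcripts ranged in wt-13°C vs. wt-28°C from 196 (without wt-28°C replicate 3) to 825 (without wt-13°C replicate 2) and m3ck-13°C vs. m3ck-28°C from 900 (without m3ck-13°C replicate 3) to 5168 (without m3ck-13°C replicate 1). These ranged in m3ck-13°C vs. wt-13°C from 516 (without wt-13°C replicate 2) to 2126 (without m3ck-13°C replicate 1) and m3ck-28°C vs. wt-28°C from 596 (without wt-28°C replicate 2) to 2774 (without wt-28°C replicate 3). For the interaction, the count ranged from 837 (without wt-13°C replicate 2) to 4379 (without wt-13°C replicate 3).

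Other arrays also moved a count by more than 1.5 times. There were then, down-regulated in wt-13°C vs. wt-28°C 733 without wt-28°C replicate 1, up-regulated in m3ck-13°C vs. m3ck-28°C 751 without m3ck-28°C replicate 1, 765 without m3ck-28°C replicate 3, down-regulated in m3ck-13°C vs. m3ck-28°C 1198 without m3ck-28°C replicate 1. There were also, up-regulated in m3ck-13°C vs. wt-13°C 1039 without m3ck-13°C replicate 3, down-regulated in m3ck-13°C vs. wt-13°C 1396 without wt-13°C replicate 3, down-regulated in m3ck-28°C vs. wt-28°C 660 without wt-28°C replicate 1, 728 without m3ck-28°C replicate 1, 762 without m3ck-28°C replicate 2, 753 without m3ck-28°C replicate 3, for the interaction 2616 without wt-28°C replicate 3, 876 without wt-13°C replicate 1, 3902 without m3ck-13°C replicate 1.

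By the adjusted rule the counts ranged, without each array, in wt-13°C vs. wt-28°C from 0 (without wt-13°C replicate 1) to 10 (without wt-28°C replicate 2) and m3ck-13°C vs. m3ck-28°C from 1 (without wt-13°C replicate 1) to 380 (without wt-28°C replicate 3). They ranged in m3ck-13°C vs. wt-13°C from 8 (without m3ck-13°C replicate 2) to 44 (without wt-28°C replicate 3), m3ck-28°C vs. wt-28°C from 11 (without wt-28°C replicate 2) to 420 (without wt-28°C replicate 3) and the interaction from 1 (without wt-13°C replicate 1) to 21 (without m3ck-28°C replicate 1). The classes shared by the cold comparisons ranged for down in both lines from 55 (without wt-13°C replicate 3) to 220 (without wt-28°C replicate 1), down in transgenic and up in wild-type fish from 8 (without wt-13°C replicate 1) to 77 (without wt-13°C replicate 3) and the opposite class from 0 (without wt-28°C replicate 1) to 13 (without wt-13°C replicate 3).

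Without each array, the adjusted p of the lists ranged, for phototransduction in wt-13°C vs. wt-28°C from 6.77e-13 (without wt-13°C replicate 3) to 0.0587 (without wt-28°C replicate 3) and oxidative phosphorylation in m3ck-13°C vs. m3ck-28°C from 0.0342 (without m3ck-13°C replicate 3) to 0.997 (without wt-13°C replicate 2). The exact permutation p of the group separation ranged from 0.0236 (without wt-28°C replicate 3) to 0.210 (without m3ck-28°C replicate 3). Without m3ck-13°C replicate 1 it was 0.0418.

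Signs of other lists changed without 1 array, with these adjusted p. They did so for oocyte genes in wt-13°C vs. wt-28°C without wt-28°C replicate 3 (3.32e-07, range 2.42e-13 without wt-28°C replicate 2 to 0.757 without wt-13°C replicate 3), PPAR signaling genes in wt-13°C vs. wt-28°C without wt-13°C replicate 3 (0.757, range 0.000667 without wt-13°C replicate 1 to 0.757 without wt-13°C replicate 3), oocyte genes in m3ck-13°C vs. wt-13°C without m3ck-13°C replicate 1 (0.00905, range 0.000598 without wt-13°C replicate 2 to 0.898 without wt-13°C replicate 1), pentose and glucuronate genes in m3ck-13°C vs. wt-13°C without m3ck-13°C replicate 1 (0.0365, range 0.0365 without m3ck-13°C replicate 1 to 0.967 without m3ck-28°C replicate 3). They also did for skeletal muscle genes in m3ck-13°C vs. m3ck-28°C without m3ck-13°C replicate 3 (2.61e-05, range 2.61e-05 without m3ck-13°C replicate 3 to 0.861 without m3ck-28°C replicate 1), skeletal muscle genes in m3ck-13°C vs. wt-13°C without m3ck-13°C replicate 3 (0.0990, range 5.59e-08 without m3ck-13°C replicate 1 to 0.209 without wt-13°C replicate 2), skeletal muscle genes in the interaction without m3ck-13°C replicate 3 (0.415, range 7.83e-05 without m3ck-13°C replicate 1 to 0.423 without wt-28°C replicate 2).

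Over the arrays left out, 762 values of the named genes were unchanged, 39 fell below the threshold and 15 rose above it, and none changed sign past it. Of 1440 list tests, 1328 were unchanged, 59 fell below the threshold, 45 rose above it and 8 changed sign, that of oxidative phosphorylation in m3ck-13°C vs. m3ck-28°C included. Among the settings other than these, *fdft1* in m3ck-13°C vs. m3ck-28°C was not called with the 75th-percentile shift (0.88), normexp background (0.44), array weights (0.76) or the oocyte list covariate (0.19), *sgms2* not with normexp background (0.82) or the oocyte list covariate (0.69), and *ebp* not with normexp background (0.97) or the slide block (0.54). Without m3ck-13°C replicate 3, *sgms2* (1.33) and *fdft1* (0.89) were not called in m3ck-13°C vs. m3ck-28°C, nor was *ebp* (0.89) without m3ck-13°C replicate 1. *opn1mw1* was not called in wt-13°C vs. wt-28°C without wt-13°C replicate 3 (-1.66). Signal over background limits what can be tested, since 34584 of 43603 probes were well above background on all arrays and a change of a dimmer probe can be given only as a bound.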

Differences from the paper's values

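No test in this part was chosen only after the result was seen. The alternatives named were set before the data were examined, and for the shared transcripts 2 of them, the unmoderated test and the count of gene names, were run later than the others. The unmoderated test was also a fit of only the groups compared, so its counts do not show the effect of moderation alone.

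In wt-13°C vs. wt-28°C, 385 transcripts were up-regulated here, and the paper's value is 165. Of the alternatives, normexp background correction and the unmoderated test gave a number within 1.5 times the paper's, and the others did not. For the down-regulated transcripts, 324 here and the paper's 105, only the unmoderated test did.

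In m3ck-13°C vs. m3ck-28°C, 1190 transcripts were up-regulated here, and the paper's value is 507. The settings within 1.5 times of it were normexp background correction and the fits without m3ck-28°C replicate 1 and without m3ck-13°C replicate 3. For the down-regulated transcripts, 1897 here and the paper's 742, they were normexp background correction and the fit without m3ck-13°C replicate 3.

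In m3ck-13°C vs. wt-13°C, 663 transcripts were up-regulated and 679 were down-regulated here, and the paper's values are 210 and 252. For both, normexp background correction and the unmoderated test came within 1.5 times, and the other alternatives did not.

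In m3ck-28°C vs. wt-28°C, 1695 transcripts were up-regulated here, and the paper's value is 1095. The alternatives within 1.5 times of it were normexp background correction, probes detected on all arrays, the replicate block, the unmoderated test and the count of gene names, besides the fits without wt-28°C replicates 1 or 2, without any 1 of the m3ck-28°C replicates and without m3ck-13°C replicate 2. For the down-regulated transcripts, 1159 here and the paper's 466, they were normexp background correction and the fits without wt-28°C replicates 1 or 2.

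Shared by the cold comparisons were 97 up-regulated and 96 down-regulated transcripts here, and the paper's values are 30 and 28. There were 15 that were down-regulated in transgenic and up-regulated in wild-type fish, and the paper's value is 1. For the down-regulated ones the unmoderated test came within 1.5 times, with 33, and for the other 2 values no alternative run did. In the opposite class there was 1 transcript here, and the paper's value is 0. Normexp background correction, the fit of only the groups compared, the unmoderated test, the adjusted rule, and the fits without wt-28°C replicate 1 and without wt-13°C replicate 1 gave 0 as well, and the other alternatives run did not.

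The paper lists *fos* and *jun* as found only in wild-type fish under cold stress. Here *fos* was called in both lines, with log2 fold changes of 1.61 and 1.43, and *jun* in neither. Of the settings run, *fos* was not called in transgenic fish with the slide block (log2 fold change 0.34) or without m3ck-28°C replicate 1 (1.11), m3ck-13°C replicate 1 (1.15) or m3ck-13°C replicate 2 (1.16).

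Among the genes the paper lists as shared, *cry1b*, *nos2a*, *il1b*, *per2*, *tmx3*, *abcg4b* and *guca1e* were not called in both cold comparisons by their brightest probe but were by a dimmer one. *taar14h* and *itpr3* were called only without the filter on dim probes. The brightest probe of *acox3*, which the paper lists as down-regulated in m3ck-28°C vs. wt-28°C, had a log2 fold change of -0.25 and was not called, and a dimmer probe had -3.40 and was called.

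The paper describes sensory perception of light as inhibited by cold in wild-type fish. Of 47 phototransduction genes, 35 were higher and 12 lower here in wt-13°C vs. wt-28°C, with 11 up-regulated and 5 down-regulated. Pentose and glucuronate interconversions, described as induced in wild-type fish, had 11 genes higher and 25 lower. Genes of innate sensing, described as induced in wild-type fish, had 30 higher and 31 lower, and those of cytokines and receptors had 81 higher and 81 lower. The lists here were written from gene symbols and are not the annotation the paper used.

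Lower expression of the citrate cycle and pyruvate genes was described for wild-type fish alone. Here 33 of 49 genes were lower in wild-type and 39 in transgenic fish, and neither test passed (camera, adjusted p = 0.242 and 0.107).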

Other observations

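The splits counted by the paper's rule and the creatine kinase test were set before the data were examined, and the splits counted by the adjusted rule were chosen only after the result was seen.

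The transgene encodes a carp muscle creatine kinase, whose RNA could bind the probes of the zebrafish genes. Of 7 muscle creatine kinase probes, 0 were higher in transgenic than in wild-type fish at both temperatures, so no rise at both temperatures was seen. All 7 were higher at 28°C (log2 fold changes from 0.77 to 1.08, the smallest unadjusted p 0.0878) and all 7 lower at 13°C (from -1.07 to -0.52, the smallest unadjusted p 0.0643), and 0 were called. With this spread, RNA of the transgene on these probes is neither shown nor excluded. The list of 6 creatine kinase genes had a median log2 fold change of -0.43 in m3ck-13°C vs. wt-13°C and 0.48 in m3ck-28°C vs. wt-28°C (camera, adjusted p = 0.271 and 0.715), with 0 genes called.

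With 3 arrays against 3 there are 10 ways to split the arrays. As many transcripts were called by the paper's rule in 6 of 10 for wt-13°C vs. wt-28°C, 1 of 10 for m3ck-13°C vs. m3ck-28°C, 4 of 10 for m3ck-13°C vs. wt-13°C and 1 of 10 for m3ck-28°C vs. wt-28°C, the real split included. By the adjusted rule this was so in 5, 1, 2 and 1 of 10. Chance cannot be excluded for any of these numbers. In wt-13°C vs. wt-28°C and m3ck-13°C vs. wt-13°C other splits gave more transcripts by the paper's rule than the real one, up to 6642 and 9643. In the comparisons with m3ck-28°C the real split gave the most, but the smallest share that 10 splits can give is 0.1.

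The list of 38 skeletal muscle structure genes had a median log2 fold change of 0.47 in wt-13°C vs. wt-28°C, with 30 genes higher (camera, adjusted p = 0.00278), and -0.46 in m3ck-13°C vs. wt-13°C, with 33 genes lower (camera, adjusted p = 0.0143). Neither passed with fry (adjusted p = 0.837 for both), and 0 genes were called when adjusted over the list alone. In m3ck-28°C vs. wt-28°C the phototransduction list had a median of 0.52, with 45 of 47 genes higher (camera, adjusted p = 0.00278), and did not pass with fry (adjusted p = 0.615). The oocyte list in wt-13°C vs. wt-28°C had a median of 1.60, with 37 of 37 genes higher (camera, adjusted p = 0.000115, and fry, adjusted p = 0.837), and 3.32e-07 in the opposite direction without wt-28°C replicate 3.

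*trpv6* was higher in transgenic fish at both temperatures, with log2 fold changes of 1.73 in m3ck-13°C vs. wt-13°C and 1.54 in m3ck-28°C vs. wt-28°C (standard error 0.31, adjusted p = 0.1001 and 0.0829 from limma). Its other tested probe had 0.68, which was not called, and 1.21, which was called by the paper's rule.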
